# Spatial transcriptomics of the lacrimal gland features macrophage activity and epithelium metabolism as key alterations during chronic inflammation

**DOI:** 10.3389/fimmu.2022.1011125

**Published:** 2022-10-17

**Authors:** Olivier Mauduit, Vanessa Delcroix, Takeshi Umazume, Cintia S. de Paiva, Darlene A. Dartt, Helen P. Makarenkova

**Keywords:** lacrimal gland, chronic inflammation, visium, lipid metabolism, RNA sequencing, TYROBP, macrophages, spatial transcriptomics

## Abstract

The lacrimal gland (LG) is an exocrine gland that produces the watery part of the tear film that lubricates the ocular surface. Chronic inflammation, such as Sjögren’s syndrome (SS), is one of the leading causes of aqueous-deficiency dry eye (ADDE) disease worldwide. In this study we analyzed the chronic inflammation in the LGs of the NOD.B10Sn-H2b/J (*NOD.H-2b*) mice, a mouse model of SS, utilizing bulk RNAseq and Visium spatial gene expression. With Seurat we performed unsupervised clustering and analyzed the spatial cell distribution and gene expression changes in all cell clusters within the LG sections. Moreover, for the first time, we analyzed and validated specific pathways defined by bulk RNAseq using Visium technology to determine activation of these pathways within the LG sections. This analysis suggests that altered metabolism and the hallmarks of inflammatory responses from both epithelial and immune cells drive inflammation. The most significant pathway enriched in upregulated DEGs was the “TYROBP Causal Network”, that has not been described previously in SS. We also noted a significant decrease in lipid metabolism in the LG of the *NOD.H-2b* mice. Our data suggests that modulation of these pathways can provide a therapeutic strategy to treat ADDE.

## Introduction

Sjögren’s syndrome (SS) is a systemic autoimmune disease that affects the entire body but is identified by its two most common symptoms — dry eye and dry mouth (1, 2). SS affects 0.5% to 1.0% of the population (3) of any age, but symptoms usually appear between the ages of 41 and 60 (4), and women are more frequently affected (5, 6). Dry eye and dry mouth manifestations can precede the diagnosis of SS by several years (7). SS could be *primary* or *secondary* (8). In contrast to secondary SS, primary SS (pSS) occurs in the absence of another underlying autoimmune disease, such as systemic lupus erythematosus, rheumatoid arthritis, or diabetes.

Low tear volume is a hallmark of dry eye in SS and relates to secretory dysfunction of the lacrimal gland (LG) due to spontaneous development of focal lymphocytic infiltrates adjacent to blood vessels and excretory ducts in the LG (1, 9, 10). LG chronic inflammation is characterized by the infiltration of lymphocytes forming foci, that leads to the loss of LG secretory cells (11, 12). The foci are predominantly composed of B and T lymphocytes and to a lesser degree other cell types (13, 14). The increased levels of the pro-inflammatory cytokines IL-1β, IL-6, tumor necrosis factor (TNF)-α, and IFN-γ that have been reported in the LG of patients with SS and mouse models of SS (10, 13, 15, 16) are mostly secreted by the infiltrating lymphocytes.

Despite the well-characterized clinical manifestations associated with pSS, the underlying pathogenesis of this disease remains largely unknown (6). Furthermore, pSS treatments are associated with topical lubrication (artificial tears) and anti-inflammatory drugs, but no medication addresses the underlying causes (17, 18).

During the last several decades, several mouse models have been developed to study various aspects of human SS disease (11, 19–21). The nonobese diabetic (*NOD*) mouse remains one of the most extensively characterized and well-studied mouse models to investigate the pathogenesis of SS. However, the development of diabetes prior to autoimmune exocrinopathy in the *NOD/LtJ* mouse suggests that it is an excellent model of secondary, but not primary, SS complications (21, 22). By contrast, the diabetes-resistant *NOD.H-2b* mouse strain, in which the I-Ag7 segment of the MHC region has been replaced by the H2b haplotype of *C57BL/10SnJ* mice, does not have autoimmune diabetes, but displays severe lymphocytic infiltration and dysfunction of the lacrimal and salivary glands (23, 24). The *NOD.H-2b* mouse is a primary SS mouse model, that similar to humans, retains the characteristic features of lymphocytic infiltration and dysfunction of the LG. These mice show reduced lacrimal and salivary gland secretion, formation of mononuclear lymphocytic infiltrations, and the presence of the SSA and SSB antibodies (11, 24). A recent study reported scRNA-seq analysis of the salivary submandibular glands (SMG) of the *NOD.H-2b* (25). This study identified inflammation-induced changes in multiple cell populations of the SMG, suggesting the complex nature of the cellular responses to chronic inflammation. Although some of the histological and physiological features of LG disease in these mice have been described (2, 26), no extensive studies of the LG transcriptome in these mice have been performed.

In our study we used the *NOD.H-2b* male mice to characterize changes in the LG due to disease progression. Although the *NOD.H-2b* mice develop the disease in both sexes, the disease in males is more consistent and robust, and is detected in LGs as early as 1.5-2.0 months (M) of age, while females develop disease much later around 4-6M of age. We characterized the transcriptome of LG by bulk RNA sequencing to determine biological pathways altered during disease progression. To better understand the molecular and cellular mechanisms driving this autoimmune disease, we used VISIUM spatial gene expression technology to map gene expression on LG cryosections. We produced the first spatial transcriptomic atlas of LG in BALB/c mice and *NOD.H-2b* mice that allowed us to interpret cellular expression levels and pathways in the context of tissue morphology. Finally, we validated some of our findings using immunostaining.

## Results

### NOD.H-2b males develop inflammation earlier than females

The *NOD.H-2b* mouse strain was described in many publications (27, 28) and displays many features of human SS, including exocrine gland dysfunction and leukocyte infiltration of the salivary glands and LGs. Both *NOD.H-2b* males and females have elevated IgM and IgG autoantibodies in serum and immune foci in exocrine glands at 6 months old, which is considered as the clinical stage (2). However, there is no consistent description of timing and manifestation of the disease in the LG of males compared to females (2, 24, 29).

To clarify this issue, we analyzed the LGs of both males and females by flow cytometry. Analysis of immune (CD45^+^) cells showed that CD45^+^ cells represent a larger population in the LGs of 2M *NOD.H-2b* males compared to age-matched *BALB/c* controls (see material and methods) and *NOD.H-2b* females (**Figures 1A, A’**). The proportion of CD45^+^ cells increased in 6M females compared to 2M females but remained slightly lower than in 6M males (**Figure 1A**). We also evaluated the proportion of B cells within the CD45^+^ cell population using an antibody targeting CD19. It has been reported that CD19 is expressed during all phases of B cell development but not in plasma cells (30). While B cells were barely detected in *BALB/c* males (<1%), the overall proportion of CD45^+^/CD19^+^ cells in 2M *NOD.H-2b* males was significantly higher (21% on average) compared to *NOD.H-2b* females (around 3% on average). At the later stage of the disease, both 6M *NOD.H-2b* males and females had a very high proportion of CD19^+^ cells (around 50% of all CD45^+^ cells). The proportion of T cells (CD45^+^/CD3^+^ cells) was also significantly higher in 2M *NOD.H-2b* males (21%) compared to BALB/c controls (8%) and *NOD.H-2b* females (10%). Males at the early and late stages of the disease (2M and 6M of age) had on average around 20% CD45^+^:CD3^+^ cells, while proportion of the CD45^+^:CD3^+^ cells remained lower in females at both ages (around 10% and 14%, respectively) (**Figure 1A**). The percentage of CD4^+^ and CD8^+^ cells of total cells at 2M was low in BALB/c males (2% and 1% respectively) and *NOD.H-2b* females (3% and <1% respectively) but was significantly higher in *NOD.H-2b* males (14% and 4% respectively) (Figure B,B’). At 6M of age, the percentage of CD4^+^ and CD8^+^ cells in the LGs of *NOD.H-2b* males (14% and 6% respectively) was higher than in 6M females (8% and 2% respectively) (**Figures 1B, B’**). This data suggests that the *NOD.H-2b* females also develop the disease at 6M and the difference in LG inflammation between males and females decreases.

**Figure 1:**
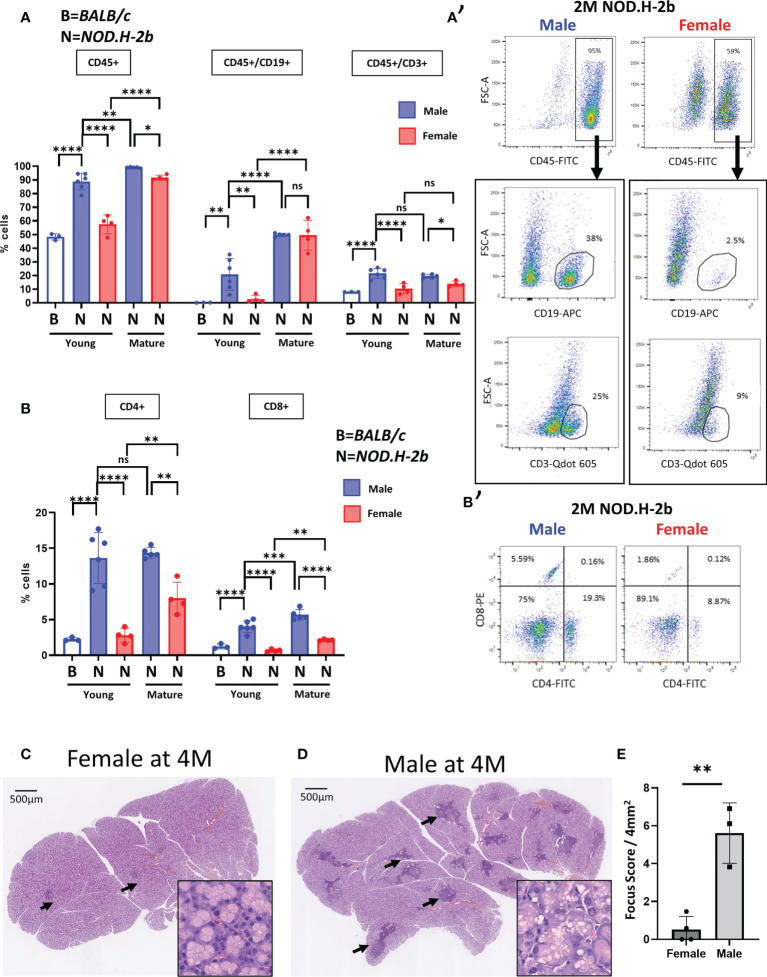
Increase of B and T cells proportion in Male NOD.H-2b mice with age. CD45^+^ immune cells were analyzed by flow cytometry of LGs from BALB/c **(B)** and NOD.H.2b (N) mice. **(A, A’)** Comparison of B cells (CD19^+^) and T cells (CD3^+^) between LGs of NOD.H-2b male and female have been performed at 2 and 6M within immune population (CD45^+^) 2M old BALB/c have been used as control (empty bar). A representative plot at 2M is shown for male and female **(A’)**. **(B)** Histogram showing proportion of CD4^+^ and CD8^+^ cells. A representative plot at 2M is shown for male and female **(B’)**. **(A, B)** Values are shown as mean ± SD. Statistical significance assessed with ANOVA test. Adjusted P-value significance: *: p <0.05; **: p <0.01; ***: p <0.001; ****: p <0.0001; ns: non-significant. **(C, D)** H&E staining of LGs from NOD.H-2b female **(C)** and male **(D)** showed immune infiltrates (black arrows). **(E)** Histogram representing focus score of LGs between male and female at 4 months Plot shows mean ± SD. Statistical significance assessed with an unpaired t-test (**: p=0.0021).

Progressive immunological changes and physical functions decline in healthy mice starting as early as 6M regardless of the mouse strain (31, 32), suggesting that the *NOD.H-2b* females at 6M and older could be also affected by signs of aging.

Comparison of the LG sections of 4M *NOD.H-2b* females (Fid. 1C) and males (**Figure 1D**) (stage not affected by aging) showed that infiltration foci are rare and smaller in female LGs, whereas in the LGs of males, infiltrations are much larger, scattered throughout the whole gland. Most of female LGs had a focus score <1; whereas the focus score for males was above 3 (focus score/4mm^2^, **Figure 1E**). At this stage of the disease the LGs of males showed dilated ducts and numerous vacuoles in the cytoplasm of acinar cells, while the LGs of females were relatively normal (See zoomed image in **Figures 1C, D**). The rounded shape of these vacuoles in the LGs of males suggests an accumulation of lipid droplets in acinar cells (**Figure 1D**), which is consistent with previous reports about diabetic NOD mice (33). This data suggests that the *NOD.H-2b* mouse strain develops LG inflammation in both sexes, however males form the first lymphocytic infiltrations earlier at 2M, while females first form them only around 4M. Therefore, we analyzed the LG transcriptome of the male mice because they develop the disease earlier, which allows us to study LGs unaffected by aging.

### Transcriptomic analysis of the LGs of NOD.H-2b mice reveals inflammatory response and alteration of metabolic pathways

To investigate chronic inflammation development in SS, we performed bulk RNA-sequencing of LGs from *NOD.H-2b* and *BALB/c* (control) males at 2M, 4M and 6M in triplicates. 

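Total RNA from the LGs of 18 male mice was depleted of ribosomal RNA and sequenced, with 3 mice in each of the 6 groups of strain and age. The authors trimmed the reads with cutadapt, aligned them to GRCm38 with STAR and counted them per Ensembl gene with HTSeq. The raw counts of 54232 genes in each mouse are the values analyzed here. A second deposited table holds log2 values of the same counts, divided by one DESeq2 size factor per mouse, plus 1. The counts summed to between 57094775 and 63309172 per mouse in BALB/c at 2M (median 60324594) and to between 56840654 and 62057758 in NOD.H-2b at 2M (median 59280039). At 4M the range was 54255982 to 67138830 in BALB/c (median 59018657) and 49480781 to 62623939 in NOD.H-2b (median 60135132). At 6M it was 50032070 to 103936830 in BALB/c (median 52244088) and 50470457 to 58993318 in NOD.H-2b (median 51117182). The 10 genes with the most counts, secretory genes such as Scgb2b7 (6.42% of all counts), took between 35.8% and 40.3% of the counts in the mean of each group. The label of male sex was checked on the counts, with at most 19 counts on Xist and at least 1898 on Ddx3y in every mouse. For comparisons of the strains at one age, the 6 mice of that age were normalized by edgeR's TMM method, genes with low counts were left out by filterByExpr, and genes were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Values over the 3 ages come from 1 edgeR fit of all 18 mice with 6 groups. Values per gene are given as CPM, the count relative to the normalized size of the library. A group with at most 3 counts in every mouse was treated as not detectable, and a fold change against it is given as a lower bound that covers counting error only.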

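The distance between each pair of mice was computed as the leading log2 fold change, the root mean square difference of log2 CPM over the 500 genes that differ most in that pair. Mice of the same strain and age were 2.12 ± 0.20 apart (SD, 18 pairs), with a largest distance of 2.66. Mice of different strains but the same age were 5.49 ± 0.51 apart (SD, 27 pairs), and the smallest of these distances was 4.42. This distance between strains was 4.96 ± 0.34 at 2M, 5.55 ± 0.31 at 4M and 5.97 ± 0.25 at 6M (SD, 9 pairs each). Within a strain, only pairs of NOD.H-2b 2M replicate 1 and an older NOD.H-2b mouse came above 4.42. The largest of these distances was 4.79, to NOD.H-2b 6M replicate 1. For the other NOD.H-2b mice of 2M, the largest distance to an older NOD.H-2b mouse was 3.72. Pairs of mice share animals, so no test across pairs was made. Spearman's correlation of log2 CPM across genes averaged 0.989 within a group and 0.923 between strains at the same age. With all tested genes in place of 500 per pair, the distances fell to 1.41 between strains and 0.55 within a group, a ratio of 2.58 against 2.59.

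**Figure D1:**
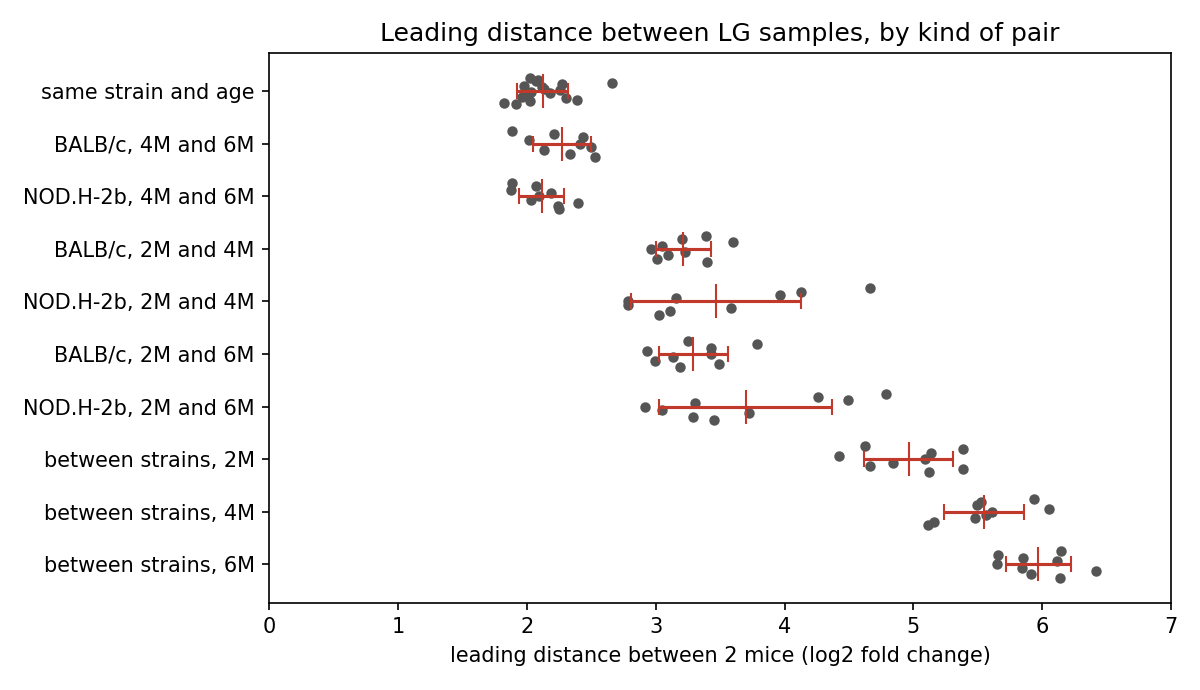
Leading distance (log2 fold change) between the LGs of 2 mice on the x axis, with 1 point per pair, and the mean and SD in red for each kind of pair. Pairs of different strains at the same age lie between 4.42 and 6.42, and pairs of the same strain and age between 1.82 and 2.66.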

As expected, multidimensional scaling of different samples (**Figure 2A**) and sample correlation heatmaps (**Figure 2B**) showed that *BALB/c* and *NOD.H-2b* data sets form 2 distinct clusters highlighting the inherent differences of their transcriptomics profiles. 

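Between 2M and 4M, BALB/c mice were 3.22 ± 0.21 apart and NOD.H-2b mice 3.47 ± 0.66 (SD, 9 pairs each), further than mice of one group. Between 4M and 6M the distances were 2.27 ± 0.23 in BALB/c and 2.11 ± 0.17 in NOD.H-2b (SD, 9 pairs each), within the spread of mice of one strain and age. Within each strain, pairs of ages were also tested gene by gene on the 6 mice of the 2 ages, with a fold change of at least 2 and an FDR under 0.05 in edgeR's quasi-likelihood test. From 2M to 4M, 345 genes rose and 50 fell in BALB/c, of 16639 tested, and 1061 rose and 111 fell in NOD.H-2b, of 17763 tested. From 4M to 6M, 6 genes changed in BALB/c and 1 in NOD.H-2b, while 2583 and 2490 genes had an unadjusted p under 0.05. These were Fzd9, Rps16-ps2 and Ighv12-2 (higher at 6M) and Snora23, Iglv1 and Iglc1 (lower at 6M) in BALB/c, and Ighv9-4 (higher at 6M) in NOD.H-2b, named after their values were seen. The counts of genes changed with age depended on single mice and on the test. Without BALB/c 2M replicate 3, 245 genes changed from 2M to 4M in BALB/c, and without NOD.H-2b 2M replicate 3, 290 changed in NOD.H-2b. From 4M to 6M, the count in BALB/c was 27 without BALB/c 6M replicate 3, and that in NOD.H-2b was 97 without NOD.H-2b 4M replicate 1. With DESeq2's Wald test, 14 genes changed from 4M to 6M in BALB/c and 54 in NOD.H-2b. Whether the 2 strains differ in the number of genes changed with age was not tested.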

In each strain, the data from 4M and 6M mice cluster together whereas the 2M groups form a separate cluster, suggesting that there is no major difference between 4M and 6M old LGs whereas there is a major shift in gene expression between 2M and 4M old LGs.

**Figure 2:**
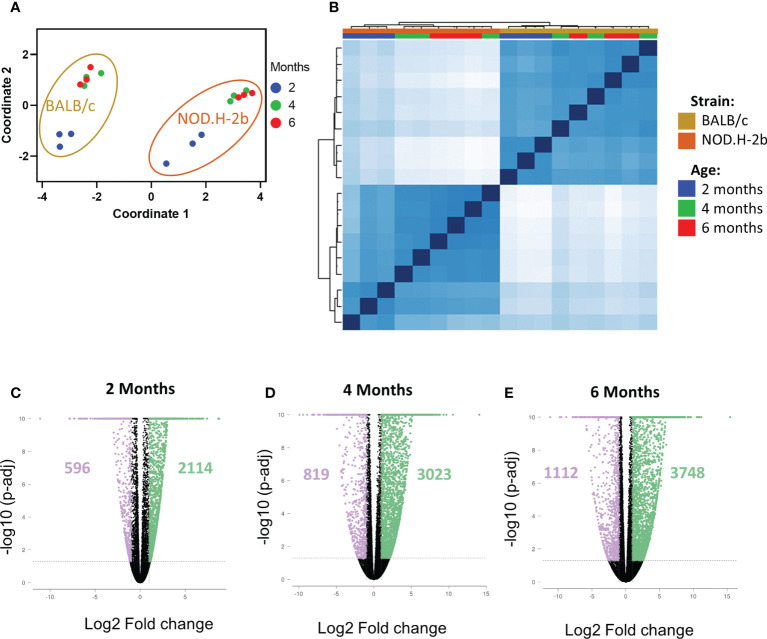
QC of RNAseq samples from NOD.H-2b and BALB/c mice and DEGs. Bulk RNA of LG from NOD.B10 and BALB/c have been sequenced (n=3 per group) at 2, 4 and 6 months. Multidimensional scaling **(A)** and correlation heatmap **(B)** of the different samples sequenced from NOD (in gold) and BALB/c (in orange) at 2 (blue), 4 (green) and 6 (red) months. The DEGs at each stage for NOD.B10 vs BALB/c were defined with an absolute value of FC > 2 with a p-value adjusted < 0.05. Number of DEGs are represented on the volcano plot at 2 months **(C)**, 4 months **(D)** and 6 months **(E)**. The DEGs downregulated are in purple and the DEGs upregulated are in green.

We first identified all differentially expressed genes (DEGs) between *BALB/c* and *NOD.H-2b* mice at 2, 4 and 6 M with a fold change of at least ± 2 and a False Discovery Rate (FDR) inferior to 0.05. Comparison of *NOD.H-2b* with *BALB/c* LGs at 2M (**Figure 2C**) identified 2710 DEGs with 596 genes downregulated and 2114 genes upregulated in *NOD.H-2b* mice. 

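Of the 17200 genes with enough counts at 2M, edgeR's quasi-likelihood test called 2717 DEGs between the 3 NOD.H-2b and 3 BALB/c mice, 2070 upregulated and 647 downregulated in NOD.H-2b. Upregulated genes made up 76.2% of these DEGs. Without the threshold on the fold change, 3871 genes were higher and 2966 lower in NOD.H-2b at an FDR under 0.05. Among the alternatives tried, the number of upregulated DEGs moved most when genes were required to have at least 10 counts in every sample (1196), and the number of downregulated DEGs moved most when the fold change itself was tested against 2 with edgeR's glmTreat (309).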

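Among the 17722 genes tested in the mice of 4M, 2767 were upregulated and 837 downregulated in NOD.H-2b by edgeR's quasi-likelihood test, 3604 DEGs in all. With each mouse of this age left out in turn, the number of upregulated genes ranged from 2575 to 2894 and that of downregulated genes from 779 to 906.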

At 4M (**Figure 2D**) this analysis identified 3842 DEGs with 819 genes downregulated and 3023 genes upregulated in *NOD.H-2b* mice. At 6M (**Figure 2E**) this analysis identified 4860 DEGs with 1112 genes downregulated and 3748 genes upregulated in *NOD.H-2b* mice (**Supplemental File 1**).

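In the mice of 6M, 17750 genes were tested by edgeR's quasi-likelihood test, of which 4409 were DEGs, 3338 upregulated and 1071 downregulated in NOD.H-2b. An unadjusted p under 0.05 was found for 10562 genes, 59.5% of those tested. The share of upregulated genes among DEGs was 76.8% at 4M and 75.7% at 6M. Each age was fitted on its own 6 mice, so that a larger spread in one age group does not enter the tests of another. A fit of all 18 mice gave 4904 DEGs at 6M, of which 4307 were among the 4409.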

We first analyzed major pathways altered in the pSS mouse model by selecting only genes that have been significantly altered at all ages: thus, 1689 genes were significantly upregulated at 2, 4 and 6 months (**Figure 3A**) whereas 404 gene were significantly downregulated (**Figure 3B**).

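The DEGs of the 3 ages overlapped in 1577 upregulated and 400 downregulated genes. These were 76.2% of the upregulated and 61.8% of the downregulated DEGs of 2M, and 47.2% and 37.3% of those of 6M. A further 915 genes were upregulated at 4M and 6M but not called at 2M, and 709 only at 6M. Only 10 genes were called upregulated at one age and downregulated at another. Genes with an average log2 CPM of at least 3 were ranked by their mean log2 fold change over the 3 ages. The largest increases were those of Gm43974, Nos1 and Hapln4, and the largest decreases those of Gm1330, Gm34314 and Gm10260. Gm43974 (ENSMUSG00000107774), a long noncoding RNA on chromosome 6 of GRCm38 from 131940936 to 131941619, had between 86025 and 87402 counts in NOD.H-2b and between 0 and 98 in BALB/c at 2M, and was at least 17389-fold higher in NOD.H-2b at 6M, where no BALB/c mouse had a count. Nos1 (ENSMUSG00000029361, chromosome 5, 117781032 to 117958840) had 172 ± 38.0 CPM in NOD.H-2b and 0.141 ± 0.061 CPM in BALB/c at 2M (SD, n = 3), a log2 fold change of 10.28 (standard error 0.34, adjusted p = 1.48e-05 from edgeR's quasi-likelihood test). Nos1 overlaps 2 other annotated genes, Gm37028 and Gm26995. Hapln4 (ENSMUSG00000007594, chromosome 8, 70083457 to 70090862) was at least 414-fold higher in NOD.H-2b at 4M and at least 314-fold higher at 6M. Gm1330 (ENSMUSG00000063507, chromosome 2, 148990343 to 149003251) had 685 ± 85.9 CPM in BALB/c and 0.185 ± 0.044 CPM in NOD.H-2b at 2M (SD, n = 3), a log2 fold change of -11.80 (standard error 0.16, adjusted p = 2.02e-10 from edgeR's quasi-likelihood test). Gm34314 (ENSMUSG00000107565, chromosome 6, 133617235 to 133619197), annotated as an unprocessed pseudogene, had a log2 fold change of -10.34 at 2M (standard error 0.47, adjusted p = 9.93e-05 in edgeR). Gm10260 (ENSMUSG00000069117, chromosome 13, 97760072 to 97760632), which overlaps the long noncoding RNA Gm26619 on the other strand, was at least 436-fold lower in NOD.H-2b at 2M. The paper's text names neither a strand setting for the counting nor how reads with several matches were treated, so counts on pseudogenes, copies and overlapping genes are uncertain.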

**Figure 3:**
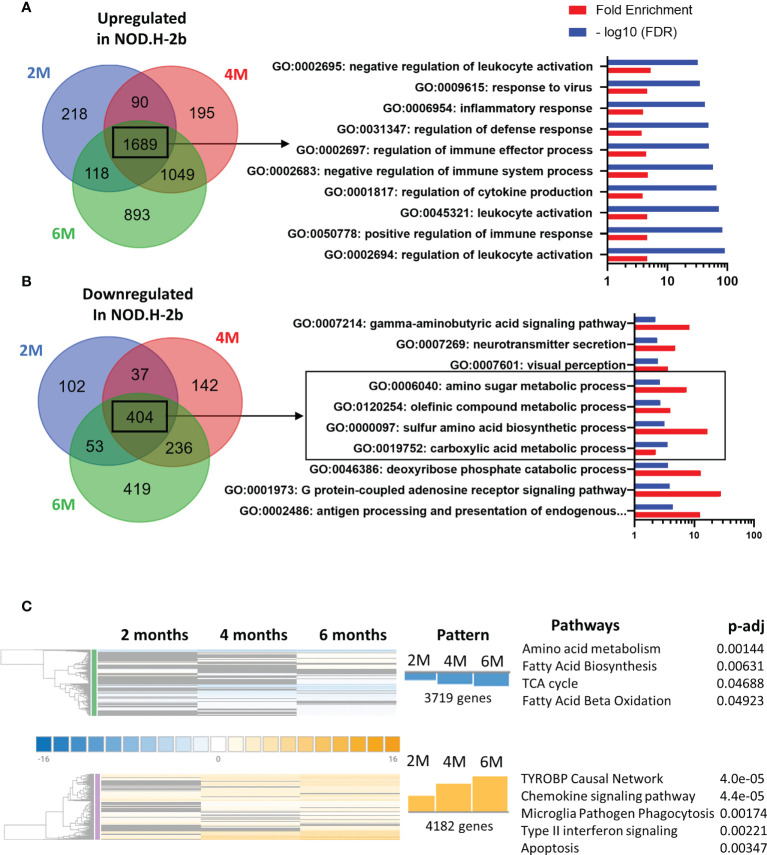
Pathways enriched in DEGs in NOD mice compared to BALB/c at the different ages. Identification of pathways enriched in DEGs common at each stage on the Venn diagram. Common DEGs upregulated **(A)** in NOD.H-B2 mice are exclusively involved in immune system whereas DEGs downregulated **(B)** common at each age are relative to the metabolism. **(C)** Meta-analysis of DEGs revealed two different patterns. In blue, 3719 genes present a pattern with a more important downregulation with age are associated with metabolism. In Orange, 4182 genes present a similar pattern with an increase of their expression from 2 to 6 months. These genes are involved in different type of immune response and apoptosis.

Using the Gene Ontology database, we noted that, as expected, the top 10 upregulated pathways were related to inflammatory response and leukocyte activation (**Figure 3A**), which is consistent with appearance of lymphocytic infiltrations in the LG of *NOD.H-2b* males. 

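The 1577 upregulated genes common to the 3 ages were tested for overlap with 851 Reactome sets of 10 to 500 genes, over a background of 4806 genes that were tested at all ages and belong to a set. The Gene Ontology sets named in Figure 3A were not used here. By the one-sided exact hypergeometric test with Benjamini-Hochberg adjustment, 49 sets were enriched at an FDR under 0.05. The set with the smallest p was interferon gamma signaling, with 40 of its 77 genes upregulated against 8.91 expected (adjusted p = 1.28e-15, exact hypergeometric test). Cytokine signaling in the immune system followed with 69 of 203 genes against 23.5 expected, and immunoregulatory interactions between lymphoid and non-lymphoid cells had 30 of 48 genes against 5.55 expected. All 11 genes of the set for ZAP-70 at the immunological synapse were upregulated. Signaling by G-protein-coupled receptors was also enriched among upregulated genes, with 77 of 297 genes against 34.4 expected (adjusted p = 9.3e-11, exact hypergeometric test), and so was the set of chemokine receptors and their ligands, with 21 of 33 genes against 3.82 expected.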

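Hand-written lists of genes for MHC class I antigen presentation, amino acid metabolism and neurotransmission were tested on the strain difference averaged over the 3 ages, with camera of the limma package at its preset correlation of 0.01 and Benjamini-Hochberg adjustment over 13 lists. The 28 tested genes of the class I list had a median log2 fold change of 1.61 (quartiles 0.60 and 2.68), higher in NOD.H-2b (adjusted p = 5.12e-13, camera in limma). The mean log2 CPM of this list was higher in each of the 9 NOD.H-2b mice than in the BALB/c mice of the same age on average. Of its 28 genes, 27 had an adjusted p under 0.05 over all genes tested, 21 higher and 6 lower in NOD.H-2b, and 27 when adjusted over the list alone. The strains carry different alleles in the H2 region, and at 2M the 20 genes inside that region had a median log2 fold change 1.10 above that of the 8 genes outside it. The largest difference among members called at every age was that of H2-Q1 (ENSMUSG00000079507, chromosome 17, 35320405 to 35325099), with 102 to 125 counts in BALB/c and at most 2 in NOD.H-2b at 2M, at least 42.7-fold lower in NOD.H-2b. H2-Q1 has near-identical copies in the region, so its counts are uncertain. The amino acid list had a median log2 fold change of -0.18 over 69 genes (quartiles -0.59 and 0.40, adjusted p = 0.0133, camera in limma), with 36 genes lower and 18 higher in NOD.H-2b at an adjusted p under 0.05 over all genes tested, and 54 changed when adjusted over the list alone. The mean log2 CPM of the same list was higher in 9 of 9 NOD.H-2b mice, since some members rose far, such as Ddc (ENSMUSG00000020182, log2 fold change 4.42 at 2M, standard error 0.40, adjusted p = 6.27e-06 in edgeR). The neurotransmission list had 25 of 50 genes with enough counts and a median log2 fold change of 0.18 (quartiles -1.53 and 1.27, adjusted p = 0.503, camera in limma). Of these, 10 were higher and 9 lower in NOD.H-2b at an adjusted p under 0.05 over all genes tested, and 19 changed when adjusted over the list alone. Among members called at every age, Gabbr2 (ENSMUSG00000039809, chromosome 4, 46662305 to 46991873) had the largest change, a log2 fold change of 5.87 at 2M (standard error 0.49, adjusted p = 6.65e-06 in edgeR). Of the 13 lists, 11 were called by camera, and all 11 were also called by fry, which also called the neurotransmission list (lower in NOD.H-2b, adjusted p = 0.00702, fry in limma) and the mitochondrial genes of the respiratory chain. With a correlation estimated from the data, camera called none of the 13, with adjusted p from 0.0991 to 0.489. Among the 400 downregulated genes common to all ages, none of the 851 Reactome sets was enriched at an FDR under 0.05, and 30 had an unadjusted p under 0.05. The set for folding and peptide loading of class I MHC had 4 of 31 genes downregulated against 0.561 expected (adjusted p = 0.264, exact hypergeometric test), and the same set had 10 genes upregulated against 3.59 expected (adjusted p = 0.0317). With the DEGs of DESeq2's Wald test, 1 set was enriched among downregulated genes, the endosomal vacuolar pathway with 5 of 18 genes (adjusted p = 0.00948, exact hypergeometric test), and the same set had 8 of 18 genes upregulated (adjusted p = 0.0119). With edgeR, 4 of 17 genes of this set were downregulated (adjusted p = 0.0848).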

Downregulated pathways were significantly enriched in DEGs related to “antigen processing and presentation of endogenous peptide antigen *via* MHC class I”, “signal transduction trough G-protein-coupled receptors”, “the metabolism of amino acids”, “neurotransmission”, and several metabolic pathways (**Figure 3B**). The neural dysfunction and impaired neurotransmitter release during chronic inflammation of the LG has been previously reported (34). We also noted the downregulation of several metabolic pathways (See square on **Figure 3B**). These findings correlate with the recently published data on the RNA sequencing of the *NOD.H-2b* mouse submandibular glands (25) and with analysis of diabetic NOD mouse model (33). 

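On the strain difference averaged over the 3 ages, the hand-written list of the TCA cycle had a median log2 fold change of -0.25 over 27 genes (quartiles -0.45 and -0.17, adjusted p = 2.37e-05, camera in limma), and its mean log2 CPM was lower in each of the 9 NOD.H-2b mice than in the BALB/c mice of the same age. Of these genes, 22 were lower and 1 higher in NOD.H-2b at an adjusted p under 0.05 over all genes tested, and 23 changed when adjusted over the list alone. Suclg2 (ENSMUSG00000061838, chromosome 6, 95473009 to 95718800) had the largest change among members called at every age, from 38.7 ± 1.19 CPM in BALB/c to 14.2 ± 1.11 CPM in NOD.H-2b at 2M (SD, n = 3), a log2 fold change of -1.40 (standard error 0.067, adjusted p = 4.19e-08 from edgeR's quasi-likelihood test). The 47 nuclear genes of the respiratory chain had a median log2 fold change of -0.18 (adjusted p = 0.0012, camera in limma), with 34 lower and 1 higher at an adjusted p under 0.05 over all genes tested and 35 changed when adjusted over the list alone. Its 10 tested mitochondrial genes had a median of -0.38 (adjusted p = 0.0854, camera in limma), with 5 lower by either adjustment, over all genes tested or adjusted over the list alone. These differences are relative to all RNA of the gland. The median change of a list of 40 genes of epithelial structure, averaged over the ages, was then subtracted. The median became 0.089 for the TCA cycle and 0.15 for the nuclear genes of the respiratory chain. At 2M alone, both medians (-0.13 and -0.11) lay below that of the epithelial list (-0.032). At 4M (-0.24 and -0.16 against -0.38) and 6M (-0.43 and -0.33 against -0.58) they lay above it.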

Taken together our data suggests an altered lipid homeostasis during LG inflammation.

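The list of fatty acid beta oxidation had a median log2 fold change of -0.32 over 38 genes on the average of the 3 ages (quartiles -0.56 and -0.12, adjusted p = 1.1e-06, camera in limma), with a lower mean log2 CPM in 9 of 9 NOD.H-2b mice. At an adjusted p under 0.05 over all genes tested, 28 of its genes were lower and 7 higher in NOD.H-2b, and 36 changed when adjusted over the list alone. The list of fatty acid biosynthesis had a median of -0.31 over 34 genes (adjusted p = 9.94e-05, camera in limma), with 26 lower and 7 higher, and 33 changed when adjusted over the list alone. The lists share 5 genes. The largest change among members called at every age was an increase, that of the desaturase gene Fads2 (ENSMUSG00000024665, chromosome 19, 10062765 to 10101746), from 0.505 ± 0.140 CPM in BALB/c to 1.21 ± 0.121 CPM in NOD.H-2b at 2M and from 0.628 ± 0.157 to 3.03 ± 0.351 CPM at 6M (SD, n = 3). Its log2 fold change at 6M was 2.32 (standard error 0.23, adjusted p = 2.25e-05 from edgeR's quasi-likelihood test). Relative to the median change of the epithelial structure list, averaged over the ages, the medians were 0.015 for beta oxidation and 0.022 for biosynthesis. At 2M alone, both medians (-0.24 and -0.15) lay below that of the epithelial list (-0.032). At 4M (-0.36 and -0.26 against -0.38) and 6M (-0.49 and -0.50 against -0.58) they lay above it.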

To identify pathways associated with the disease progression, we performed a meta-analysis on gene comparisons between *NOD.H-2b* and *BALB/c* LGs at each age. 

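The 3 comparisons of the strains were also put into 1 edgeR fit of all 18 mice with 6 groups, which tested 19117 genes. For the strain difference averaged over the 3 ages, 6206 genes were higher and 6321 lower in NOD.H-2b at an FDR under 0.05 in the quasi-likelihood test, of which 3370 and 992 differed at least 2-fold. The median log2 fold change of all genes was -0.016. The paper's partition of genes around medoids was not repeated, so the numbers of genes in Figure 3C have no counterpart here.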

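To follow the strain difference with age, the log2 fold change of each gene between NOD.H-2b and BALB/c at 6M was compared with that at 2M. Among the 6206 genes higher in NOD.H-2b on average over the ages, the median log2 fold change was 0.89 at 2M, 1.14 at 4M and 1.38 at 6M. The median shift from 2M to 6M was 0.37 (two-sided exact permutation of the ages within each strain, p = 0.105), or 0.41 with the 981 genes at or under 3 counts in a group at their bound. Among the 6321 genes lower in NOD.H-2b, the medians were -0.28, -0.39 and -0.52, and the median shift was -0.23 (two-sided exact permutation, p = 0.055). An age change shared by the strains enters this permutation and makes it strict, so these p-values do not show that a shift is absent. Among the alternatives tried, both shifts moved most when the genes were also required to differ at least 2-fold, to 0.78 for the higher and -0.38 for the lower genes. Gene by gene, edgeR's quasi-likelihood test of the difference between the 6M and the 2M strain effect gave 1345 genes that rose and 1738 that fell in NOD.H-2b relative to BALB/c at an FDR under 0.05, of 19117 tested. Without NOD.H-2b 6M replicate 1, these counts were 639 and 919. The smallest p among genes with an average log2 CPM of at least 3 was found for Snord17, Pecam1 and Smc4 among those that rose and for Pllp, Ggt1 and Patj among those that fell. Pecam1 (ENSMUSG00000020717, chromosome 11, 106654217 to 106750628) went from 13.3 ± 0.834 CPM at 2M to 34.4 ± 7.45 CPM at 6M in NOD.H-2b and from 9.29 ± 0.783 to 7.27 ± 0.925 CPM in BALB/c (SD, n = 3), a difference of the log2 fold changes of 1.72 (standard error 0.22, adjusted p = 0.000453 from edgeR's quasi-likelihood test). For Snord17 (ENSMUSG00000077714, chromosome 2, 144265979 to 144266216), a snoRNA inside the gene Snx5 on the same strand, this difference was 1.54 (standard error 0.17, adjusted p = 0.000139 in edgeR), and for Smc4 (ENSMUSG00000034349, chromosome 3, 69004738 to 69034623) it was 1.43 (standard error 0.19, adjusted p = 0.000483 in edgeR). Ggt1 (ENSMUSG00000006345, chromosome 10, 75561604 to 75586200) rose from a mean of 11.2 to 35.0 CPM in BALB/c and went from 4.55 to 3.61 CPM in NOD.H-2b (n = 3), a difference of -1.98 (standard error 0.20, adjusted p = 9.68e-05 in edgeR). Pllp (ENSMUSG00000031775, chromosome 8, 94674894 to 94696278) and Patj (ENSMUSG00000061859, chromosome 4, 98395785 to 98719603) had differences of -1.53 and -0.99.

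**Figure D2:**
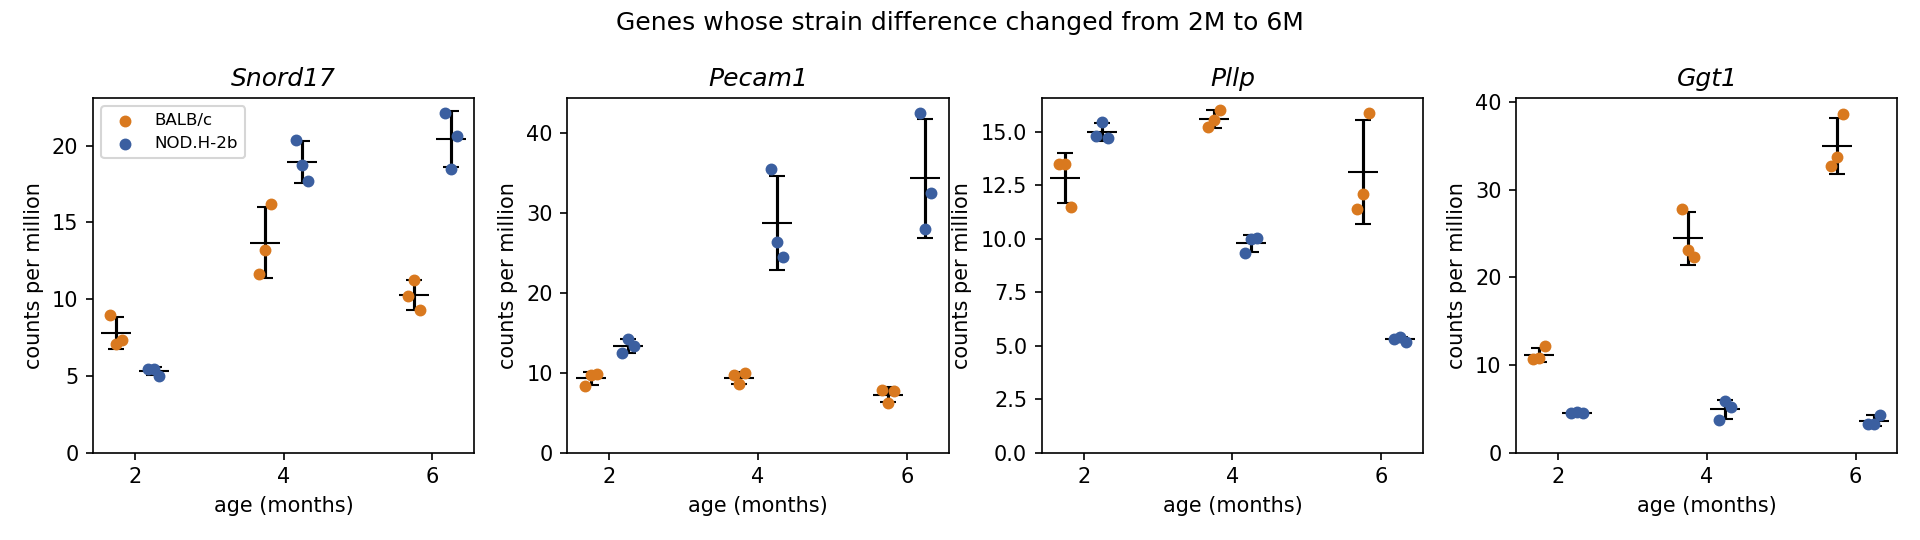
CPM of 4 of these genes on the y axis against age in months on the x axis, with 1 point per mouse, BALB/c in orange and NOD.H-2b in blue, and bars for the mean and SD of 3 mice. Pecam1 rises to 34.4 CPM in NOD.H-2b at 6M, and Ggt1 rises to 35.0 CPM in BALB/c.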

We identified two major patterns of gene expression correlating with the disease progression (**Figure 3C**). 

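The change of the strain difference from 2M to 6M was tested for 9 hand-written lists with camera in limma and Benjamini-Hochberg adjustment over the 9. For amino acid metabolism, the median over 69 genes was -0.29 (quartiles -0.48 and 0.12, adjusted p = 0.00016, camera in limma), with 25 genes falling and 5 rising in NOD.H-2b relative to BALB/c at an adjusted p under 0.05 over all genes tested and 35 changed when adjusted over the list alone. The fatty acid biosynthesis list fell by 0.26 on the log2 scale (adjusted p = 4.42e-05, camera in limma), or by 0.25 with 1 gene at its bound, with 10 genes falling and 1 rising over all genes tested and 13 changed when adjusted over the list alone. For the TCA cycle the median was -0.19 (adjusted p = 0.000148, camera in limma), with 6 genes falling over all genes tested and 10 changed when adjusted over the list alone. The beta oxidation list had a median of -0.25 (adjusted p = 7.93e-06, camera in limma), with 13 genes falling and 18 changed when adjusted over the list alone. Between 2M and 6M, the median log2 fold change of NOD.H-2b against BALB/c went from -0.056 to -0.37 for amino acid metabolism, from -0.13 to -0.43 for the TCA cycle and from -0.24 to -0.49 for beta oxidation. The study chose these pathways from the same mice, so the counts adjusted over a list alone are not independent evidence. Under fry, the 4 metabolic lists and the microglia phagocytosis list were called and the other 4 lists were not, and with a correlation estimated from the data camera called none of the 9 (adjusted p from 0.216 to 0.37). Subtracting the change of the epithelial structure list, which fell by 0.59 on the log2 scale, turned all 4 medians positive, to 0.30 for amino acid metabolism, 0.32 for fatty acid biosynthesis, 0.39 for the TCA cycle and 0.34 for beta oxidation.

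**Figure D3:**
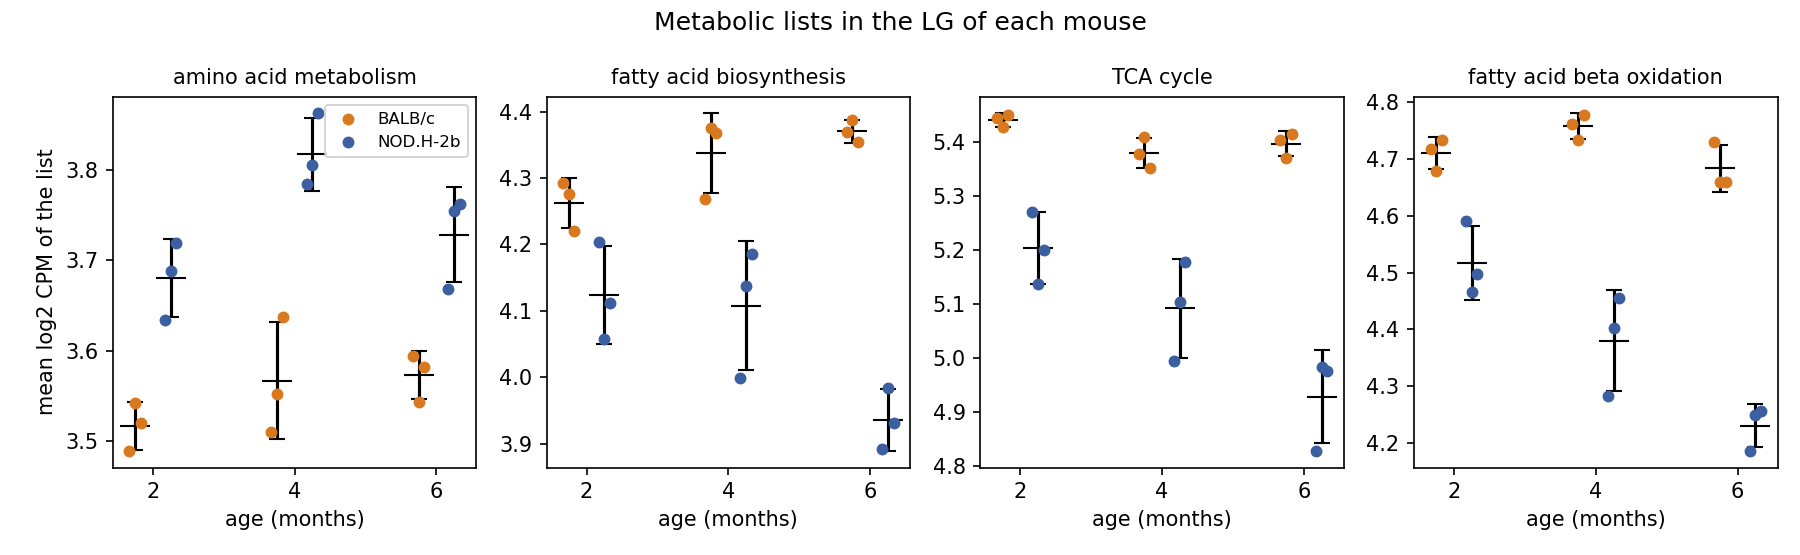
Mean log2 CPM of the tested genes of each metabolic list on the y axis against age in months on the x axis, with 1 point per mouse, BALB/c in orange and NOD.H-2b in blue, and bars for the mean and SD of 3 mice. NOD.H-2b mice lie below BALB/c mice of the same age for the TCA cycle, fatty acid biosynthesis and beta oxidation, and above them for the mean of amino acid metabolism.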

The first pattern of gene expression corresponds to downregulation of genes (**Figure 3C** in blue) which all were involved in metabolic pathways and energy production, such as “amino acid metabolism”, “fatty acid biosynthesis”, “TCA cycle” and “fatty acid beta oxidation” (WikiPathways), suggesting that inflammation of the LG alters mitochondrial function and processing of biomolecules (amino acids and lipids). The second pattern of gene expression (**Figure 3C** in orange) corresponds to pathways significantly upregulated by chronic inflammation. These pathways were mainly involved in inflammatory response and cell death: “TYROBP causal network”, “chemokine signaling pathway”, “microglia pathogen phagocytosis pathway”, “type II interferon signaling”, and “apoptosis” suggesting that inflammation becomes more severe with time. 

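Hand-written lists for these 5 pathways were tested on the strain difference averaged over the ages and on its change from 2M to 6M with camera in limma. Averaged over the ages, the median log2 fold change was 1.94 for the 54 tested TYROBP network genes (adjusted p = 5.33e-15, camera in limma), 2.79 for the 71 chemokine signaling genes (adjusted p = 4.41e-17, camera in limma) and 2.09 for the 38 microglia phagocytosis genes (adjusted p = 1.49e-13, camera in limma). It was 2.41 for the 38 type II interferon genes (adjusted p = 4.86e-15, camera in limma) and 0.32 for the 74 apoptosis genes (adjusted p = 0.000111, camera in limma). With genes at or under 3 counts at their bound, the medians of the chemokine and type II interferon lists were 2.68 and 2.38, and the others were unchanged. The mean log2 CPM of each of these 5 lists was higher in 9 of 9 NOD.H-2b mice than in BALB/c mice of the same age on average. At an adjusted p under 0.05 over all genes tested, 46, 63, 30, 35 and 45 genes of these lists were higher and 6, 7, 4, 2 and 14 lower in NOD.H-2b in the same order, and 52, 70, 34, 37 and 59 changed either way when adjusted over the list alone. The lists overlap, with 9 genes shared by the TYROBP and microglia lists, 8 by the chemokine and microglia lists and 6 by the chemokine and type II interferon lists. From 2M to 6M, the strain difference rose by a median of 0.56 for the TYROBP list (adjusted p = 4.42e-05, camera in limma), 0.36 for chemokine signaling (adjusted p = 0.000284, camera in limma, or 0.55 with genes at their bound) and 0.61 for type II interferon (adjusted p = 4.42e-05, camera in limma, or 0.59 with genes at their bound). The rise of the apoptosis list, 0.18 (0.19 with genes at their bound), was not past the threshold (adjusted p = 0.0642, camera in limma). In this contrast 12, 15, 8 and 10 genes of the TYROBP, chemokine, type II interferon and apoptosis lists rose and 3, 5, 0 and 6 fell over all genes tested, and 19, 23, 8 and 21 changed either way when adjusted over the list alone. Among members called at all 3 ages, the largest differences averaged over the ages were those of Cd4 in the TYROBP list (log2 fold change 5.48, standard error 0.37), Ccl20 in the chemokine list (6.45, standard error 0.40), Cxcl9 in the type II interferon list (5.93, standard error 0.52) and Prf1 in the apoptosis list (4.55, standard error 0.40). At 2M no BALB/c mouse had more than 1 count on Ccl20 or Prf1, so the fold changes of these 2 genes rest on a group at the limit of detection, and at that age they were at least 12.4-fold and 15.7-fold higher in NOD.H-2b. From the pathways in this pattern, the paper proposes that inflammation becomes more severe with time.

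**Figure D4:**
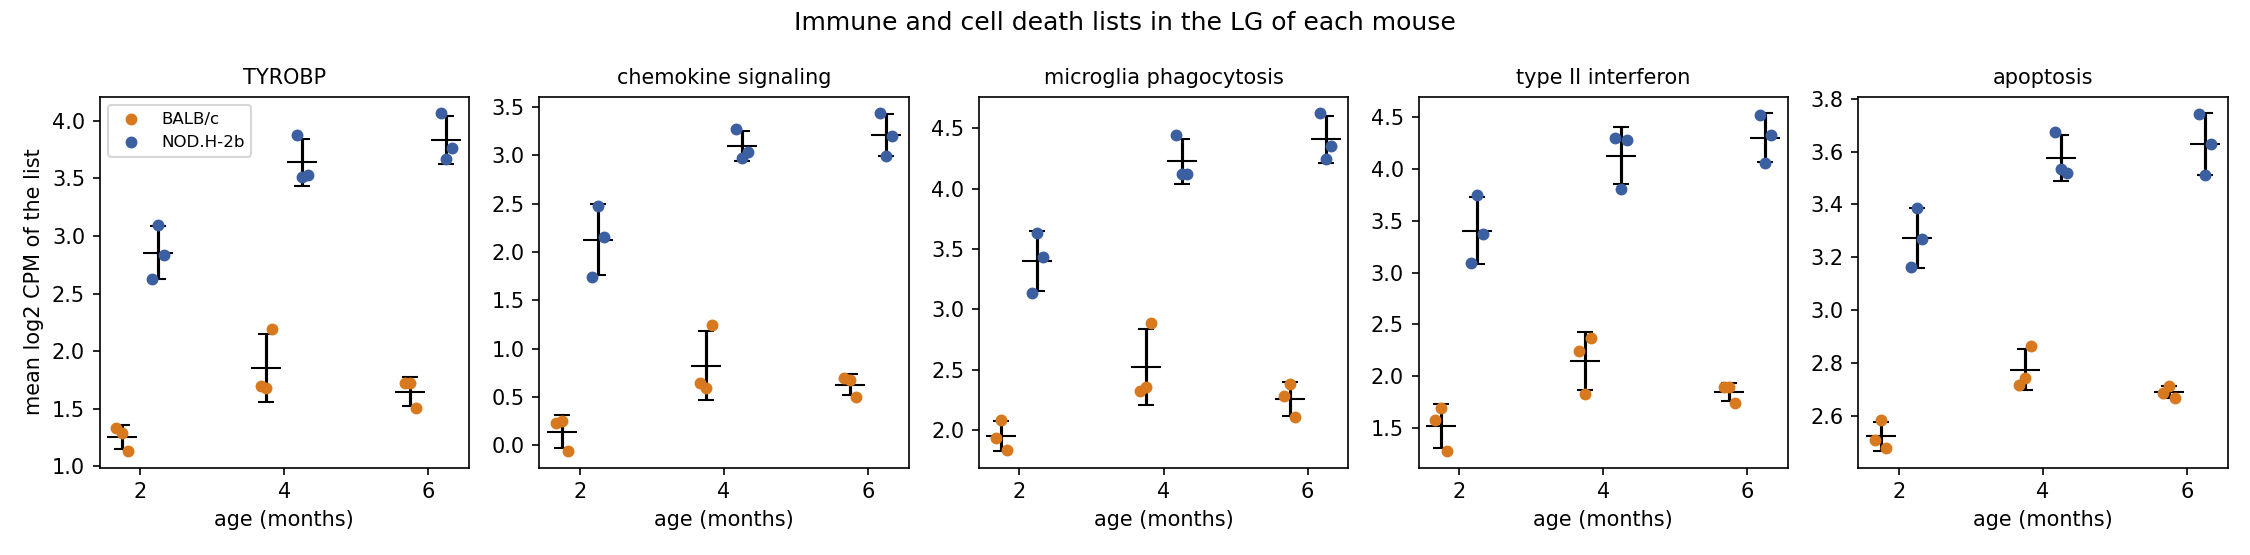
Mean log2 CPM of the tested genes of each immune list on the y axis against age in months on the x axis, with 1 point per mouse, BALB/c in orange and NOD.H-2b in blue, and bars for the mean and SD of 3 mice. Every NOD.H-2b mouse lies above every BALB/c mouse of the same age in each of the 5 lists.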

The “TYROBP causal network” pathway has never been previously described in pSS models. 

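Tyrobp (ENSMUSG00000030579) lies on chromosome 7 of GRCm38 from 30413760 to 30417585. In BALB/c LGs it had 1.70 ± 0.225 CPM at 2M, 3.03 ± 1.54 CPM at 4M and 2.37 ± 0.096 CPM at 6M (SD, n = 3 each). In NOD.H-2b LGs it had 7.08 ± 1.12, 11.5 ± 0.264 and 11.9 ± 2.19 CPM at the same ages (SD, n = 3 each). The log2 fold change was 2.10 at 2M (standard error 0.16, adjusted p = 2.11e-06 from edgeR's quasi-likelihood test), 1.92 at 4M (standard error 0.33, adjusted p = 0.00372 in edgeR) and 2.37 at 6M (standard error 0.15, adjusted p = 1.19e-06 in edgeR). At each age the 3 NOD.H-2b mice had higher values than the 3 BALB/c mice (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). With each mouse left out in turn, the log2 fold change at 4M ranged from 1.66 to 2.43, with the highest value without BALB/c 4M replicate 3, whose Tyrobp count of 321 was the highest among BALB/c mice. The strain difference changed by 0.28 from 2M to 6M (standard error 0.35, adjusted p = 0.631 in edgeR), less than its error.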

*Tyrobp* gene encodes a transmembrane signaling polypeptide which contains an immunoreceptor tyrosine-based activation motif (ITAM) in its cytoplasmic domain. Recently, *Tyrobp* gene was found on a top of the list of diagnostic hub genes in human osteoarthritis (35). 

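C1qc (ENSMUSG00000036896, chromosome 4 of GRCm38, 136889804 to 136893065) rose from 21.2 ± 2.16 CPM at 2M to 33.2 ± 8.19 CPM at 6M in NOD.H-2b LGs and had 5.81 ± 0.713 and 7.04 ± 0.509 CPM in BALB/c LGs (SD, n = 3 each). Its log2 fold change between the strains was 1.91 at 2M, 1.83 at 4M and 2.27 at 6M (standard errors 0.11, 0.24 and 0.17), with adjusted p = 2.87e-07, 0.00139 and 6e-06 in edgeR. Itgax (ENSMUSG00000030789, chromosome 7, 128129547 to 128150657) rose from 6.88 ± 1.28 to 16.4 ± 3.09 CPM in NOD.H-2b and from 0.672 ± 0.211 to 1.61 ± 0.545 CPM in BALB/c (SD, n = 3 each). Its log2 fold change was 3.39 at 2M, 2.47 at 4M and 3.37 at 6M (standard errors 0.22, 0.47 and 0.24), with adjusted p = 7.6e-07, 0.00959 and 6.87e-06 in edgeR. The change of the strain difference from 2M to 6M was 0.37 for C1qc (standard error 0.29, adjusted p = 0.424 in edgeR) and -0.012 for Itgax (standard error 0.47, adjusted p = 0.998 in edgeR), and neither change was called. For the 38 tested genes of the microglia phagocytosis list, the median of this change was 0.70 (quartiles 0.12 and 1.23, adjusted p = 7.93e-06, camera in limma), with 10 genes rising at an adjusted p under 0.05 over all genes tested and 14 when adjusted over the list alone. The member with the largest strain difference among those called at every age, Lat (ENSMUSG00000030742, chromosome 7, 126363824 to 126369570), is a signaling adaptor gene that was at 1.20 ± 0.559 CPM in NOD.H-2b at 2M and 6.19 ± 0.191 CPM at 6M (SD, n = 3 each). Its strain difference rose by 1.95 from 2M to 6M (standard error 0.63, adjusted p = 0.0441 in edgeR). A list of 18 macrophage genes, which shares 5 genes with the microglia phagocytosis list, changed by a median of 0.10 (adjusted p = 0.915, camera in limma). The rise of the microglia phagocytosis list therefore cannot be assigned to macrophages, and other cells that express its members may contribute.

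**Figure D5:**
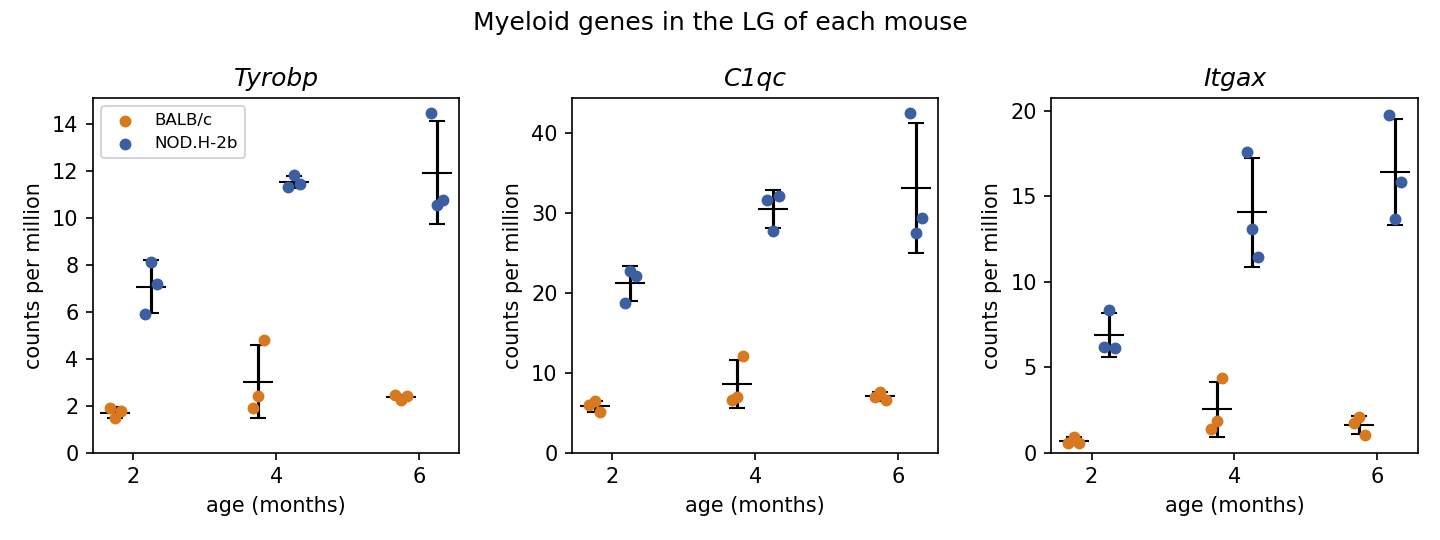
CPM of the 3 myeloid genes on the y axis against age in months on the x axis, with 1 point per mouse, BALB/c in orange and NOD.H-2b in blue, and bars for the mean and SD of 3 mice. The genes rise from 2M to 4M in the means of both strains.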

The DEGs from the “TYROBP causal network” pathway included macrophage/myeloid markers (*C1qc* and *Itgax* that encodes CD11c) and “microglia pathogen phagocytosis pathway” suggesting increased phagocytosis with disease progression.

### Visium spatial transcriptomics analysis reveals changes in cell subpopulations

Although bulk RNA-seq provides global and comprehensive analysis of the whole LG inflammation, we could not assess the contribution of different cellular compartments in gene expression changes. To combine the benefits of histological analysis with the massive throughput of RNA sequencing, we performed Visum spatial gene expression analysis of 4M *NOD.H-2b* and *BALB/c* LGs sections. Two sections of each strain were sequenced and data from all cryosections were integrated and processed for unsupervised clustering.

To gain more information on transcriptome, one section of each strain was sequenced deeper (BALB/c_2 and NOD.H-2b*_*1). The number of reads and genes detected in *BALB/c* and *NOD.H-2b* cryosections is shown in **Supplemental Figures 1A, B**, and **Table 1**. We noted that areas corresponding to the infiltration foci in the *NOD.H-2b* cryosections were associated with lower number of reads and genes detected (**Supplemental Figures 1A, B**, black arrows). This finding could be explained by the fact that LG epithelium is mainly composed of acinar cells, which have a high RNA content due to their secretory function, while immune cells within foci have lower RNA content. As expected, the number of genes and reads was higher in sections of BALB/c_2 and NOD.H-2b_1 sequenced deeper (**Supplemental Figures 2A, B**; **Table 1**).

**Table 1:** QC metrics of Visium sample.

	BALB/c_1	BALB/c_2	NOD.H-2b_1	NOD.H-2b_2
**Number of spots**	1,135	1,106	1,530	1,505
**Number of reads**	49M	380M	288M	101M
**Mean Reads per Spot**	43,487	343,286	188,827	67,466
**Median Genes per Spot**	874	2,227	1,848	1,051

Unsupervised clustering using Seurat revealed 8 major clusters (annotated from 0 to 7) (**Figures 4A, B**): clusters enriched with epithelial cells (Clusters #0, 2, 3 and 6) and clusters enriched in stromal cell markers (Clusters #1, 4, 5, and 7) (**Supplemental File 2**, **Supplemental Figures 2**, **3**).

**Figure 4:**
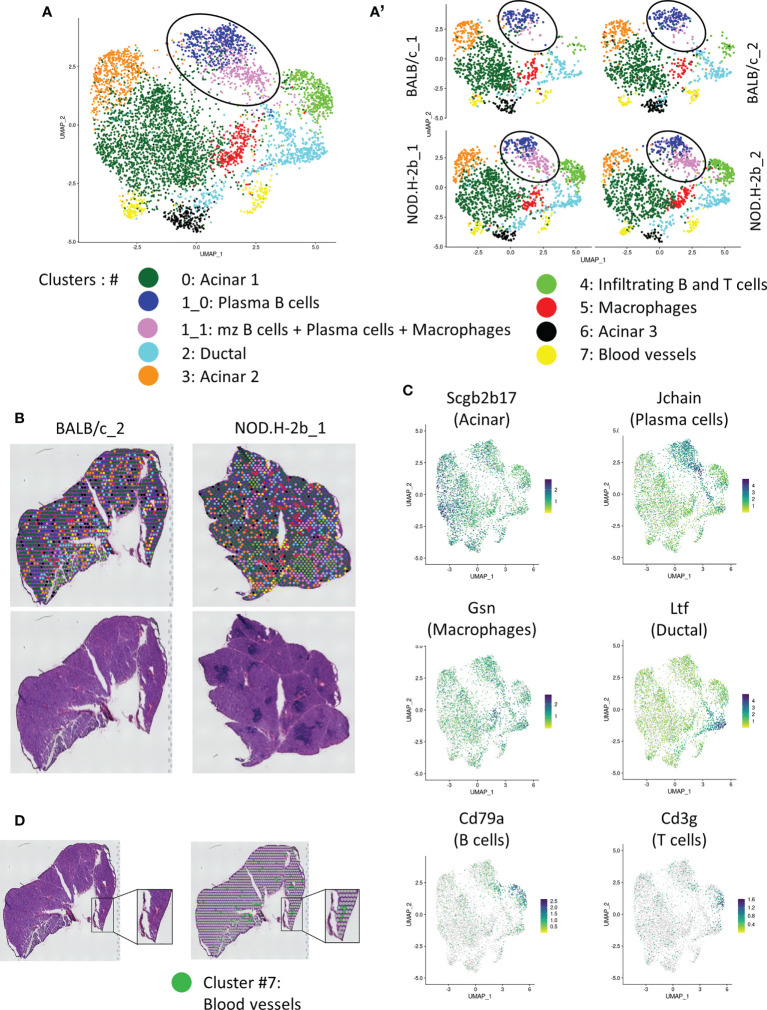
Spatial transcriptomic analysis of LG section from NOD.B10 and BALB/c mice. **(A)** UMAP of integrated samples (2 BALB/c and 2 NOD.H-2B) from 10μm LG cryosections. **(A’)** UMAPs split by samples showing that all clusters are represent in each sample. **(B)** H&E staining of the sections sequenced with spatial localization of the spot colored depending on their clusters. **(C)** Features plot of specific markers defining major clusters: Scgb2b17 (Acinar, Cluster 0, 3 and 6), Jchain (Plasma cells, cluster 1), Cd79a (B cells, cluster 4), Cd3g (T cells, cluster 4), Gsn (Macrophages, cluster 5) and Ltf (Ductal, cluster 2). **(D)** Colocalization of spot from cluster 7 (Erythroid cells) with blood vessels.

Adult functional LGs are represented by a large epithelial tree, that consists of acini formed by secretory acinar and myoepithelial cells (MECs) (36), connected with ducts and surrounded by stromal cells. MEC signature (*Acta2, Cd109, Epcam, Pax6, Aqp1, Krt5, Krt14, Fgf2*) was found in all clusters (not shown). Indeed, MECs are disseminated throughout the LG tissue since they have very long processes. All acinar clusters (#0, 3, and 6) were enriched in different secretoglobins (*Scgbs*). SCGBs are small, multimeric proteins secreted by epithelial cells of salivary and LG and have been detected in saliva and tears (37, 38). *Scgb2b17* was found in all acinar clusters (**Figure 4C**, **Supplemental Figure 3**). The largest acinar cluster 0 was also enriched in *Scgb2b12, Scgb2b3, Scgb2a2 and Scgb2b18*. Cluster 3 was marked by *Scgb2b3, Scgb2a2, Scgb2b12, Scgb2b18, Scgb2b17* and exocrine gland secreting peptides (*Esp1, Esp15, Esp31*). Cluster 3 was also enriched in the odorant binding proteins (*Obp1a*) and (*Obp1b*) mRNAs. In the LG, the OBP1a protein was found to be a specific target for autoantibodies in SS mouse models (39). Cluster 6 was labeled with expression of carbonic anhydrase VI (*Car6*), several *Scgbs* (*Scgb2a2, Scgb2b12, Scgb2b19, Scgb2b27*), mRNAs of exocrine-gland-secreting peptides (*Esp15 and Esp31*) and mRNA of the mucin like protein-2 (*Mucl2*) (40). Cluster 6 also expressed mRNA of *Mup4* and *Mup5* proteins found only in a subset of LG acinar cells (41).

Ductal cluster 2 was highly enriched in genes known to be expressed in ducts: *Wfdc18, Krt7*, epithelial markers (*Krt8, Krt18*, *Epcam*), and lactotransferrin (*Ltf*) (**Figure 4C**). *Ltf* has been recently found in the LG ducts (42). One of the top markers for cluster 2 was the Deleted in Malignant Brain Tumors 1 (*Dmbt1*) gene encoding a major salivary glycoprotein agglutinin. As expected, ductal cluster was marked with mitochondrial ATPases: *Atp1a1, Atp1b1, Atp1b3, Atp11a, Atp6v1g1, Atp5a1, Atp5e*, and the ATPase Inhibitory Factor 1/IF1 (*Atpif1*), thus supporting the idea that the cells in this cluster are involved in energy metabolism and ATP production for pumps and transporters. We also found some markers of γδT cells, suggesting that ducal cells may be closely associated with this type of T cells. Since current Visium technology does not provide single cell resolution but rather offers resolution of small closely associate groups of cells we also found some acinar markers, such as Aqp5 (43, 44) in this cluster. This may be explained by the close proximity of ductal and acinar cells; since intercalated ducts are directly connected with acini (45).

Four clusters (#1, 4, 5 and 7) were enriched in stromal cells. As the shape and distribution of cluster #1 appeared different between *BALB/c* and *NOD.H-2b* LGs (**Figure 4A**, see circle), we performed sub-clustering that identified cluster (1_0) that was present in both strains, and cluster (1_1) that was more prominent in the *NOD.H2b* LGs. Cluster (1_0) was disseminated throughout LG sections and mainly enriched in plasma B cells, marked by the expression of *Jchain, Igha, Igkc, Iglv1* and *Iglc2.* By contrast, cells from cluster (1_1) surrounded immune foci and were enriched in marginal zone B cells (marked by the *Mzb1*, B and B-1 cell-specific ER-localized protein) (46), some plasma cells (marked by *Jchain*) (47, 48) and macrophages/granulocytes (marked by *Cd74*, *Lyz2* encoding LyzM protein) (**Supplemental File 2**) (49). This finding suggests that these cell types may accumulate at the periphery of the lymphocytic infiltrations. To determine the difference between these two subclusters, we performed gene enrichment analysis compeering cluster (1_1) vs (1_0) of the upregulated (73 genes) and downregulated (71 genes) DEGs (**Supplemental Figure 4**; the list of DEGs is provided in **Supplemental File 3**). Pathways enriched in upregulated DEGs in cluster (1_1) were all related to immunological processes, suggesting that cluster (1_1) contains activated immune cells. While pathways enriched in downregulated DEGs in cluster (1_1) were related to protein export and localization, detection of stimulus and metabolism process. This correlated with the presence of exocrine gland secreting peptides and *Scgbs* in the cluster (1_0). This finding suggests that cluster (1_0) encompassed some epithelial cells that could be associated with plasma B cells which synthesize a polymeric IgA transported into the acinar cells (50, 51).

Cluster 4 was represented by infiltrating B (marked by *Cd79a*) (52, 53) and T cells (marked by Cd3) (54) that colonize the LG during adaptive immune response (**Figures 4A–C**; **Supplemental Figure 3**). Cluster 4 is also marked by expression of inflammation marker *Ctss* which allows MHC II to represent antigen to CD4^+^ T-cells (55) (**Supplemental Figure 3**). Cluster 4 was also marked by macrophage marker *Lyz2* (**Supplemental File 2**). Interestingly, this cluster was almost absent in the LG of BALB/c mice (**Figure 4A’**, **Table 2**) and represented majority of with immune infiltrates within the NOD.H-2b LG section (**Figure 4B**). The infiltrating B cells may differentiate either into memory B cells or plasma cells. Additionally, they behave as antigen-presenting cells and participate in T cell activation during cellular immune responses (56). Cluster 5 was mainly enriched in genes expressed by fibroblasts and/or macrophages (*Apoe, Col3a1, Gsn*, *Ccl8, Ctsb, C1qa*) (57–59). However, this cluster did not have other fibroblasts markers, such as *Col1a1, Pdgfra or Vim*.

**Table 2:** Repartition of spot per cluster and per sample.

	#0	#1_0	#1_1	#2	#3	#4	#5	#6	#7	All
**BALB/c_1**	571 (50.3%)	104 (9.2%)	28 (2.4%)	105 (9.3%)	148 (13.0%)	23 (2.0%)	55 (4.8%)	59 (5.2%)	42 (3.7%)	1135 (100%)
**BALB/c_2**	478 (43.2%)	123 (11.1%)	34 (3.01%)	118 (10.7%)	133 (12%)	37 (3.3%)	43 (3.9%)	89 (8.0%)	51 (4.6%)	1106 (100%)
**All BALB/c**	1049 (46.8%)	227 (10.1%)	62 (2.8%)	223 (10.0%)	281 (12.5%)	60 (2.7%)	98 (4.4%)	148 (6.6%)	93 (4.1%)	2241 (100%)
**NOD.H-2b_1**	613 (40.1%)	112 (7.3%)	149 (9.8%)	164 (10.7%)	139 (9.1%)	169 (11.0%)	78 (5.1%)	52 (3.4%)	54 (3.5%)	1530 (100%)
**NOD.H-2b_2**	588 (39.1%)	119 (7.9%)	172 (11.4%)	151 (10.0%)	100 (6.6%)	171 (11.4%)	94 (6.2%)	34 (2.3%)	76 (5.0%)	1505 (100%)
**All NOD.H-2b**	1201 (39.6%)	231 (7.6%)	321 (10.6%)	315 (10.4%)	239 (7.9%)	340 (11.2%)	172 (5.7%)	86 (2.8%)	130 (4.3%)	3035 (100%)
**All**	2250 (42.6%)	458 (8.7%)	383 (7.2%)	538 (10.2%)	520 (9.9%)	400 (7.6%)	270 (5.1%)	234 (4.4%)	223 (4.2%)	5276 (100%)

Cluster 7 was enriched in markers associated to erythroid cell lineage, such as hemoglobin genes (*Hbb-bt, Hba-a1, Hba-a2, Hbb-bs*). Consistently, cluster 7 spots colocalized with blood vessels (**Figure 4D**).

We also determined the proportion of spots for each cluster between all sections, thus we observed that the proportion of spots in cluster (1_1: mzB cells/plasma B cells/macrophages) and 4 (Infiltrating B and T cells) increased in *NOD.H-2b* mice from 2.8% to 10.6% and from 2.7% to 11.2% respectively (**Table 2**), whereas the proportion of acinar cell clusters 3 and 6 reduced compared to BALB/c from 12.5% to 7.9% and from 6.6% to 2.8% respectively. These findings suggest that in the *NOD.H-2b* LG there is a loss of epithelial cell populations which are replaced by immune cells.

### Validation of cell clusters and inflammatory changes in the *NOD.H-2b* LG

*NOD.H-2b* mice display reduced lacrimal and salivary gland secretion, formation of mononuclear lymphocytic infiltrations (11, 24), and the presence of SSA and SSB antibodies (21). Immunostaining of paraffin sections of *NOD.H-2b* male LGs with the CD3 (pan T cell marker) antibodies showed that single T cells were scattered throughout whole LG tissue at 6-8 weeks of age in males (**Figure 5A**, black arrows), while in the LGs obtained from BALB/c mice these cells were rare (**Figure 5B**, black arrow). These CD3^+^ cells in the LG of *NOD.H-2b* mice were often found attached to the epithelial ducts and/or acini (**Figures 5C, D**) that partially explains detection of immune cell markers in epithelial clusters. Analysis of B cells immunostained with the CD45R antibody (also known as B220 antibody) showed that initial B cell infiltrates within the LGs appear in the intraductal space near the blood vessels (**Figure 5E**) in the *NOD.H-2b mice* around 2M of age. Double immunostaining of LG paraffin section with B220 (brown - B cell marker) and CD3 (black – T cell marker, black arrows) antibodies shows that the majority of cells within the infiltrates are B cells, although T cells are also present (**Figure 5F**). This supports our Visium finding, that cluster 4 colocalize with immune infiltrates and mainly consists of B cells and the size of this cluster is significantly larger in *NOD.H-2b* compared to *BALB/c* mice (**Figure 4A’**, **Table 2**).

**Figure 5:**
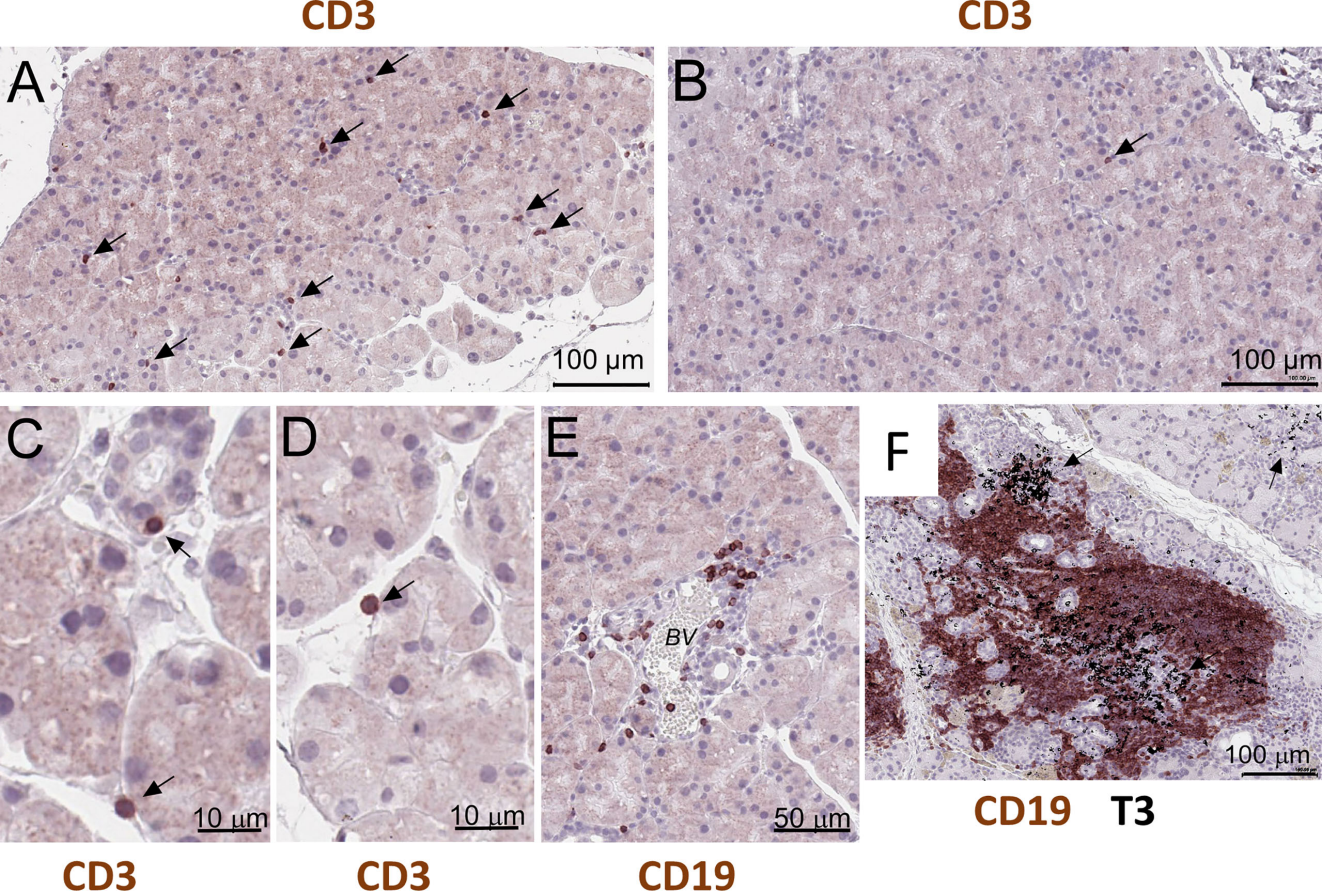
Histological validation of visium alteration. Analysis of T and B cells in the LG of the NOD.H-2b mice. **(A–D)** CD3^+^ cells in the LG of the 2 months old male penetrate throughout tissue and appeared to be attached to duct and acini (black arrows), whereas **(B)** in control BALB/c mice CD3^+^ cells are rare (B, black arrow). **(E)** Later at 3 months of age B cells (stained with the B220 or CD19 antibody) concentrate within an interductular space near the blood vessels (BV). **(F)** Double immunostaining of LG paraffin section with B220 (brown - B cell marker) and T3 (black – T cell marker, black arrows) showing that majority of cells within infiltrate are B cells. B and T cells are organized into an ectopic lymphoid structure.

### Spatial transcriptomics identifies pathways altered in all clusters of *NOD.H-2b* LG

To identify the DEGs between *NOD.H-2b* and *BALB/c*, we used spatial transcriptomic data of only deeply sequenced samples and quantified all DEGs (up and downregulated) in each cluster (**Figure 6A**). Within all DEGs identified (**Supplemental File 3**), there were 65 genes commonly downregulated (in blue) and 19 genes commonly upregulated (in red) in every cluster (**Figure 6A**). Pathway enrichment analysis demonstrated five pathways enriched in downregulated genes (related to “peptide metabolic process”, “detection of chemical stimulus”, “ATP synthesis coupled electron transport”, “oxidative phosphorylation” and “electron transport coupled proton transport”) (**Figure 6B**) and four pathways enriched in upregulated genes that belonged to “regulation of B cell activation”, “phagocytosis, recognition”, “defense response to bacterium” and “B cell receptor signaling pathway” (**Figure 6C**). Examples of genes involved in downregulated (**Figure 6D**) and upregulated (**Figure 6E**) pathways have been presented as violin plots. Thus, all clusters of *NOD.H-2b* LGs showed a decrease in electron transport pathways, illustrated by expression of the *Mt-Nd2* gene, and in the detection of chemical stimuli, illustrated by the *Car6* gene that is known to regulate pH levels of secreted fluid in the salivary gland (60). The top pathway enriched in upregulated genes, was the “B cell receptor signaling” pathway (**Figure 6C**). This pathway is represented by the expression of *Jchain* (encoding joining chain of multimeric IgA and IgM) and *Ighm* gene (expressed in plasma B cells) (**Figure 6E**). The increase *Jchain* and *Ighm* expression in all clusters suggests that infiltrating cells may be present in the different parts of the LG. The highest increase in *Jchain* and *Ighm* was found in cluster 1 (**Figure 6E**).

**Figure 6:**
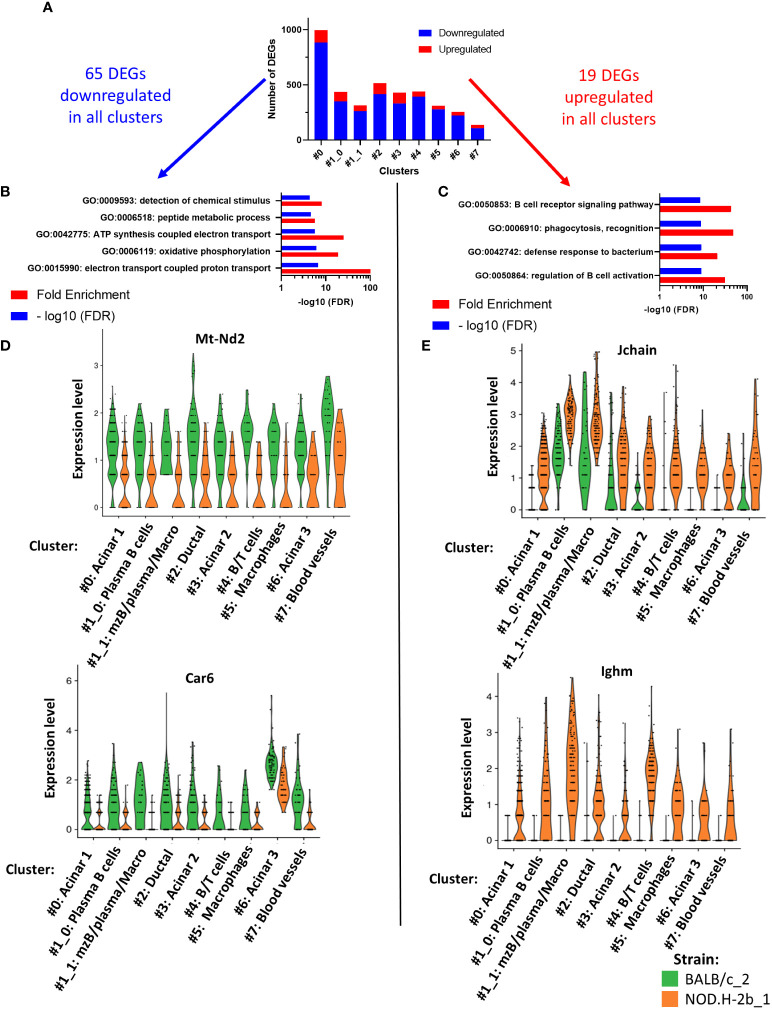
Pathways analysis of DEGs common to all cluster. **(A)** Bar plot showing number of DEGs upregulated (in red) and downregulated (in blue) per cluster. Within all DEGs, 65 were commonly downregulated in every cluster and 19 DEGs commonly upregulated in every cluster. **(B)** Four pathways are significantly enriched in DEGs downregulated and **(C)** four pathways are significantly enriched in DEGs upregulated. **(D, E)** Violin plot of DEGs involved in the pathways previously identified showing their expression in each cluster and depending on their origin: BALB/c (in green) and NOD mice (in orange).

Altogether Visium confirms our bulk RNAseq data showing increase in inflammatory response and downregulation of lipid metabolism in the *NOD.H-2b* LG and indicates that these changes affect the entire LG.

### Spatial transcriptomics identifies pathways specifically altered in each cluster of *NOD.H-2b* LGs

To identify specific pathways altered in each cluster, we analyzed the list of DEGs identified in each cluster separately. **Figures 7A, B** shows the top-20 upregulated and downregulated pathways. Almost all of them were found in four clusters 0, 1, 2 and 3 (**Figure 7A**) corresponding to the acinar cell clusters (#0 and #3), ductal cluster (#2), and immune cell cluster (#1, enriched in MZB, plasma cells and macrophages). These pathways were related to the inflammatory processes or activation of immune cells. Eight pathways upregulated in *NOD.H-2b LG* were altered in all clusters while five pathways were altered only in cluster 0, 1, 2 and 3. These four clusters had the highest number of spots within the LG sections. The pathway “Microglia pathogen phagocytosis” also identified by the meta-analysis of bulk RNA-seq data was highly enriched in the ductal cluster 2 (**Figure 7A**). Interestingly, the list of the top 100 pathways showed that the majority of significantly altered biological processes including “response to virus” and TLR signaling were found in clusters #0 (acinar) and #1_0 (plasma and acinar cells) (**Supplemental Figure 5**). Thus, activation of inflammatory response in the LG with disease progression is not specific to immune cells but also present in the LG epithelial clusters (acinar and ductal), suggesting that epithelial cells may participate in primary inflammatory response. It is also possible that activated immune cells could be closely associated with epithelial cells in *NOD.H-2b* LGs (**Figure 5**), since each 55 μm-spot encompasses several cells (**Supplemental Figure 6**). Consistent with this, the “macrophage marker” pathway was upregulated in several epithelial cluster (#0, 2 and 3, **Figure 7A**) and we indeed observed an increased number of spots positive for macrophage marker genes in epithelial clusters of the *NOD.H-2b* LG section (**Supplemental Figure 7**).

**Figure 7:**
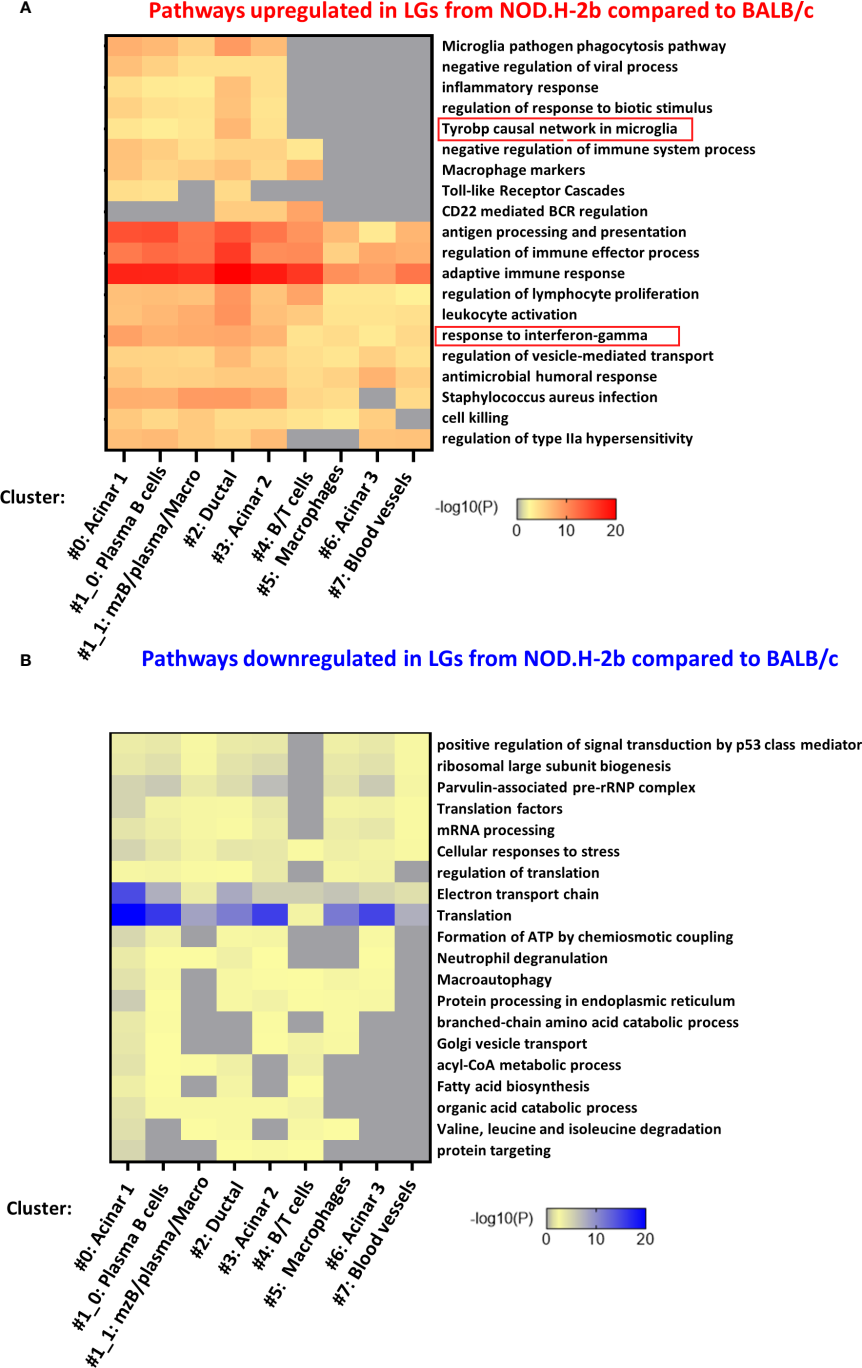
Pathway enrichment in DEGs for each cluster. The 7 lists (one for each cluster) of all **(A)** upregulated and **(B)** downregulated DEGs between NOD.H-2b_1 vs BALB/c_2 samples were submitted on www.metascape.org with default parameter (61) to identify altered pathways the most significantly enriched per cluster. The top 20 of enriched terms are presented on a heatmap based on their adjusted p-value.

Analysis of pathways enriched in downregulated DEGs shows that most of these pathways were also altered in the acinar cluster #0 (**Figure 7B**; **Supplemental Figure 8**). These pathways were “translation”, “protein processing in endoplasmic reticulum”, “electron transport chain”, and related to lipid metabolism (“acyl-CoA metabolic process”, “fatty acid biosynthesis”, “organic acid catabolic process”). This is consistent with the loss of secretory functions and decrease of metabolism in the acinar cells of the *NOD.H-2b* LGs due to cell damage (**Figure 1D**; see vacuolization of acinar cells). “Electron transport chain” and “Translation” pathways were altered in several other clusters (clusters # 1, 2, 3, and 6) (**Supplemental Figure 8**). Mitochondrial dysfunction is widely implicated in aging and chronic inflammation of many tissues (62). Thus, several studies report an important role for mitochondria in cellular homeostasis and show that dysfunctional mitochondria can release components (such as reactive oxygen species) that can act as DAMPs and induce an inflammatory response through activation of the pattern recognition receptors (PRRs) (63, 64). In addition, the clusters with the highest numbers of DEGs associated with “response to interferon-gamma” were epithelial (#0: acinar, #2: ductal, and #3: acinar) (**Figure 7A**). Altogether, these results suggest that the LG epithelium undergoes profound internal metabolic changes, while being challenged by the numerous pro-inflammatory stimuli produced by surrounding activated immune cells.

### Pathways identified by bulk RNA-seq show specific distribution within the LG of *NOD.H-2b* mice

Our bulk RNAseq analysis identified several pathways altered over disease progression in *NOD.H-2b* LGs. To localize and eventually identify the cellular compartments contributing to these changes, we calculated the score corresponding to the expression of genes involved in these pathways for each spot (**Figure 8**, **Supplemental Figure 9**). The most significant pathway enriched in upregulated DEGs was the “TYROBP Causal Network”, for which we observed a higher score in the *NOD.H-2b* LG samples (**Figures 8A, B**), particularly around and within infiltration foci (**Figure 8B**, black arrows) where the majority of activated macrophages are present (65, 66). The Violin plots (**Figures 8B’, B’’**) confirms the results of bulk RNAseq and shows that the “TYROBP Causal Network” pathway is highly enriched in the cluster 4 (B and T cells). We also found a higher score for TYROBP signaling in clusters #1_1 (mzB cells/plasma B cells/macrophages). The increase of this score in all clusters of *NOD.H-2b* LGs is consistent with our previous observation showing an increase of macrophage marker in epithelial cell clusters. (**Figure 7A**, **Supplemental Figure 7**).

**Figure 8:**
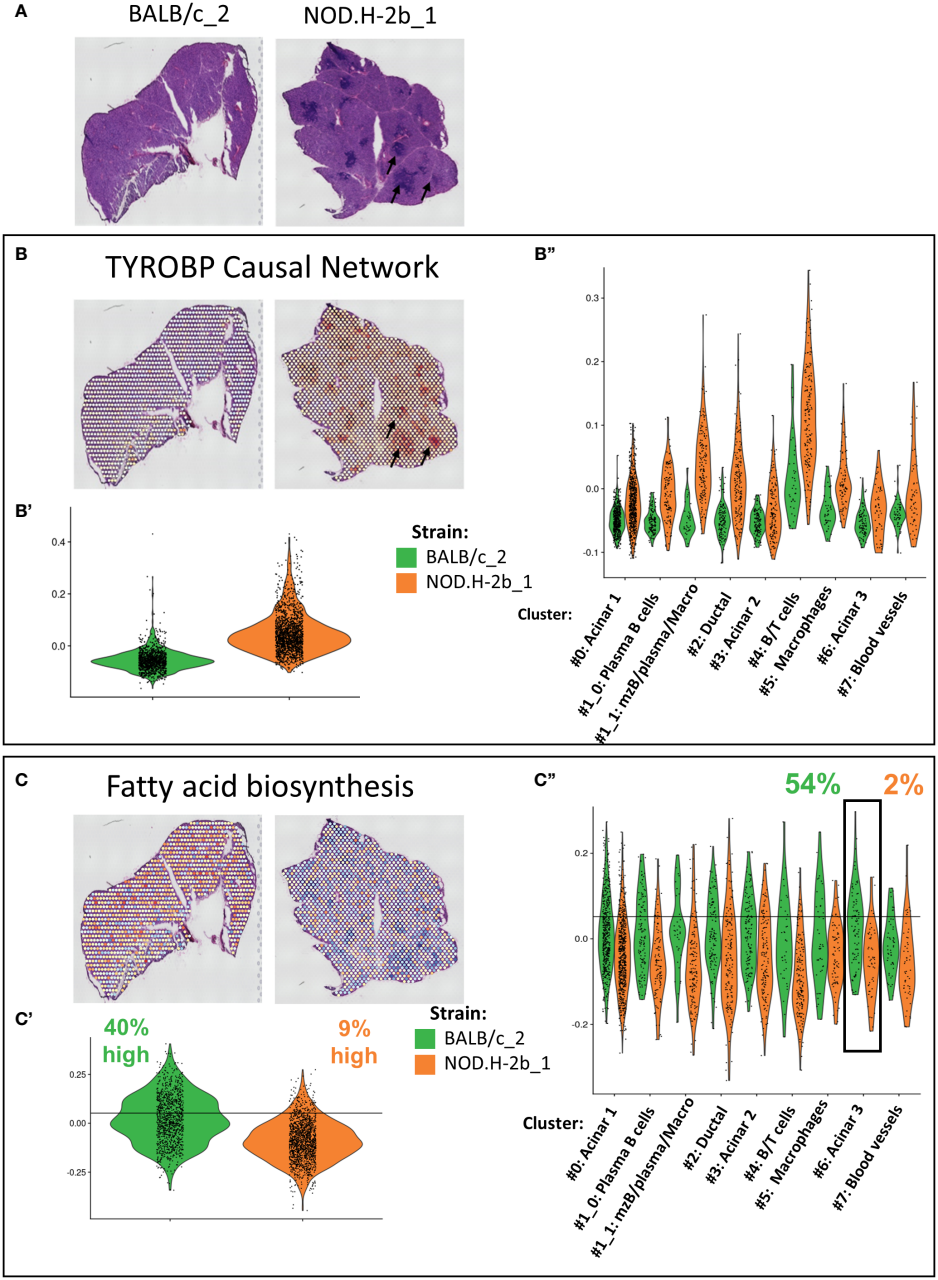
Validation and localization of altered pathways identified by meta-analysis of bulk RNAseq in Visium. **(A)** Scan of cryosections samples sequenced with visium are presented for reference. Genes involved in altered pathways identified by the meta-analysis in **Figure 3C** have been used to established a signature of genes. Score of **(B)** TYROBP Causal Network (upregulated in NOD bulk RNAseq) with Violin plot comparing score between BALB/c and NOD of the whole section **(B’)** and per cluster **(B”)**. **(C)** Fatty acid biosynthesis (downregulated) in NOD bulk RNAseq. signature was calculated for each spot and plot on visium samples with Violin plot comparing score between BALB/c and NOD of the whole section **(C’)** and per cluster **(C’’)**.

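In the bulk RNA-seq of whole LGs, the mean log2 CPM of the 34 tested fatty acid biosynthesis genes was 4.26 ± 0.038 at 2M, 4.34 ± 0.060 at 4M and 4.37 ± 0.017 at 6M in BALB/c (SD, n = 3 each). In NOD.H-2b it was 4.12 ± 0.074, 4.11 ± 0.097 and 3.94 ± 0.046 at the same ages (SD, n = 3 each). The difference between the means of the strains was larger than the SD of either group at each age. The median log2 fold change of these genes was -0.15 at 2M, -0.26 at 4M and -0.50 at 6M.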

One of the top downregulated pathways was the “fatty acid biosynthesis pathway”, which was downregulated in *NOD.H-2b* LG (**Figure 3C**). Spots with the highest score for this pathway were evenly distributed throughout the *BALB/c* section, whereas the average score for the *NOD.H-2b* LG was significantly decreased, and was particularly low in spots colocalized with immune foci (**Figures 8C, C’**). To define spots with a high score, we set a threshold corresponding to the value exceeded by 40% of total BALB/c spots. Only 9% of spots in the *NOD.H-2b* LGs were above this threshold (**Figure 8C’**). We also noted that acinar cluster #6 in the *BALB/c* LGs had the highest percentage of spots (54%) with a high score for the “fatty acid biosynthesis pathway, while in the *NOD.H-2b* LGs this cluster had the lowest percentage (2%). This suggests that the acinar cluster #6 has active lipid metabolism in *BALB/c* LGs, while it is decreased in the diseased glands of the *NOD.H-2b*. As we showed above, this acinar cluster-6 expressed *Car6* (**Figure 5B**) that plays an important role in the detection of chemical stimulus and is presumed to have a role in the maintenance of acid/base balance on the surface of the eye, skin, and oral cavity (41).

## Discussion

In this study using bulk RNAseq and Visium spatial transcriptomics approaches, we investigated the molecular mechanisms promoting the development of chronic inflammation in the LGs of *NOD.H-2b* mice. We analyzed the LG transcriptome of 2, 4 and 6M *NOD.H-2b* and *BALB/c* mice LGs by bulk RNA-seq to identify the driver mechanisms/pathways for disease progression and used Visium to evaluate special distribution of cell groups and visualize activation or downregulation of specific pathways found by bulk RNAseq within the LG section. Our bulk RNA seq data of the LG of 2, 4 and 6M old *NOD.H-2b* mice suggests that LG inflammation becomes progressively more severe with the time, while mitochondrial function, along with amino acid and lipid metabolism in epithelial cells decreases. Thus, we found that upregulated genes in the LGs NOD.H-2b mice were related to inflammation and leukocyte activation, which is consistent with activation of the adaptive immune response associated with infiltration of lymphocytes.

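Lists of lymphocyte markers were tested on the bulk RNA-seq values in the same way as the pathway lists, with adjustment over 9 further lists. Averaged over the 3 ages, the median log2 fold change was 5.26 for 18 T cell genes (adjusted p = 5.51e-10, camera in limma) and 6.31 for 14 B cell genes (adjusted p = 5.51e-06, camera in limma), each higher in 9 of 9 NOD.H-2b mice. All 18 and all 14 genes had an adjusted p under 0.05 over all genes tested, and also when adjusted over the list alone. With genes at or under 3 counts in a group at their bound, 7 in the T cell list and 9 in the B cell list, the medians were 5.11 and 6.18. Of the B cell genes 1, and of the T cell genes none, had at least 1 CPM in every BALB/c mouse.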

The major limitation of Visium is the lack of single cell resolution: each 55 µm spot encompassed several cell types (**Supplemental Figure 6**) and failed to clearly identify small and disseminated cells like MECs or fibroblasts that were mixed with other cell types within one spot. However, the possibility to analyze the whole transcriptome throughout the LG section provided an excellent opportunity to determine which cells are closely associated with each other and enables a high-resolution view of cellular dynamics and interactions. Our study using Visium spatial transcriptomics successfully identified the major cellular components of healthy and chronically inflamed LGs and determined specific clusters/cell types within the LG sections. As expected, we observed an increased proportion of the immune cluster #4 containing infiltrating immune cells and activation of immune response pathways within this cluster. Increased proportion of cluster #4 (composed of infiltrating B/T cells, and macrophages) and the presence of cluster 1_1 (mz B cells/plasma cells/macrophages) specifically in the *NOD.H-2b* LG shows the induction of the adaptive immune response in the *NOD.H-2b* LGs. Moreover, the majority of spots in cluster #4 were positive for B cell markers (*CD79a*) while T cell markers were less frequent. This is consistent with our flow cytometry data and the human data showing that in the LGs of SS patients B cells are present in higher proportion than T cells (67).

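A list of 18 macrophage genes, 5 of which also belong to the microglia phagocytosis list and 3 to the TYROBP list, had a median log2 fold change of 2.10 between NOD.H-2b and BALB/c LGs averaged over the ages (adjusted p = 6.87e-12, camera in limma), with 16 genes higher and 1 lower in NOD.H-2b at an adjusted p under 0.05 over all genes tested and 17 changed when adjusted over the list alone. Of these genes, 14 had at least 1 CPM in every BALB/c mouse. The median was 2.05 at 2M, 1.87 at 4M and 2.19 at 6M, and its change from 2M to 6M was 0.10 (adjusted p = 0.915, camera in limma), with 2 genes falling at an adjusted p under 0.05 over all genes tested and 1 when adjusted over the list alone.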

Using the bulk RNA-seq data meta-analysis we found that an increasing number of upregulated genes over the course of disease progression were related to macrophage activity and the innate immune response. Indeed, the highest pathways containing upregulated DEGs belonged to the “TYROBP causal network”, “chemokine, type II interferon (IFN II) signaling”, “microglia phagocytosis” and” apoptosis.” Visium data analysis also showed that the “TYROBP casual network” was highly enriched within and around the lymphocytic infiltrations, suggesting that this pathway is activated in immune cells. Since TYROBP protein was specifically identified as a universal biomarker for macrophages (68), our data suggests that activation of the TYROBP casual network” pathway in the macrophages drives the progression of inflammation. Although the “TYROBP casual network” was not reported previously for SS, recent publications reveal that TYROBP is overactivated during other autoimmune diseases, such as Huntington’s, Alzheimer’s disease and osteoarthritis (35, 69–72). Moreover, it was reported that deletion of *Tyrobp* ameliorates neuronal dysfunction/atrophy and reduces pro-inflammatory pathways that are specifically active in human brain during these diseases (69). TYROBP signaling also leads to the production of the IL-18, that facilitates IFN-γ production by NK cells. IFNγ activates IFN II signaling that links the innate and adaptive immune responses (73). In macrophages, IFN-γ promotes phagocytosis and release of reactive oxygen species and nitric oxide (NO) (74). NO reduces blood flow by inducing vasodilatation of blood vessels promoting the extravasation of the recruited immune cells (75). IFN-γ also induces M1 macrophage polarization and priming to secrete pro-inflammatory cytokines including IL-1β, TNF-α and IL-12 (76–78). Thus, during central nervous system autoimmune disease, the IFN-γ and IL-12 promote the differentiation of naïve T cells into the Th1 cells, which are major producers of pro-inflammatory cytokines (79, 80). In addition, in human SS patients the CD4^+^ T cells are mainly the Th1 cells producing IFNγ (81). Interestingly, according to our Visium data, the “response to interferon-gamma” pathway is enriched in the acinar and ductal (#0, 2, 3) clusters (also see **Figure 7A**). Altogether our findings and those of other publications suggest that the IFN-γ-activated macrophages are responsible in the exacerbation of inflammation and epithelial dysfunction over the time of disease progression. Our findings also suggest that decrease of TYROBP expression/activation and/or IFN-II signaling could be beneficial as a treatment of the SS.

One of the most unexpected findings was that activation of the inflammatory pathways was found in all epithelial cell clusters, suggesting that the epithelial compartments participate in the inflammatory process. The contribution of the epithelial cells to disease progression was reported for the SMG of the pSS mouse model and in patients with SS (25, 82). Furthermore, corneal epithelial cells act as an initial physical and immunological barrier to injury/infection playing an important role in the immune response (83). Moreover, a recent study reports a significant activation of the absent in melanoma-2 (AIM2) inflammasome in the ductal LG epithelial cells of SS patients (84). Thus, epithelial Aim2 inflammasome can sense viruses, bacteria, and cell damage and initiate primary immune response in the LG epithelial cells (84).

Another mechanism driving disease progression highlighted by meta-analysis was downregulation of genes involved in amino acid and lipid metabolism and the ATP production by the tricarboxylic acid (TCA) cycle. Our Visium data show that, while the electron transport chain enabling ATP synthase activity is altered in the whole LG, the metabolism of carboxylic acids (including amino acid and lipids) and the whole process of protein synthesis are mostly altered in acinar clusters. Although “fatty acid biosynthesis” pathway and other metabolic pathways were downregulated in all clusters of the *NOD.H-2b* LGs compared to BALB/c LGs, the highest alteration of these pathways was observed in the acinar 3 cluster #6 marked by *Car6* gene expression. Car6 encoded protein carbonic anhydrase 6 (CA-VI) was previously found in acinar cells of the rat, sheep, and human LGs and SMG (41, 85). We found a significant decrease in *Car6* expression associated with fewer *Car6*-positive spots within the *NOD.H-2b* LG sections (also see **Figure 6D**) suggesting the loss and/or dysfunction of the *Car6*-expressing acinar cells. A recent study also reported detection of autoantibodies against CA VI protein in the SS patients (86) which may explain the decrease in *Car6* expression due to damage of *Car6*-expressing cells. Further studies are needed to understand the role of the *Car6* marked subpopulation of LG acinar cells in the SS.

In conclusion, our data show that in the LG of the pSS mouse model activation of the macrophage related processes (TYROBP pathway) and downregulation of the lipid and mitochondrial metabolism in the acinar cells of the LG are the potential driver mechanisms for progression of chronic inflammation. Modulation of these pathways may potentially reduce the inflammatory stimuli in the LG and could be applicable to treat the SS in the future.

### Data and code availability

Raw data from RNA-sequencing of LGs from *BALB/c* and *NOD.H-2b* at 2, 4 and 6M generated for this study have been deposited at the Gene Expression Omnibus GSE210332

Visium spatial gene expression dataset has been deposited at the Gene Expression Omnibus GSE210380. Ready-to-use SEURAT object is also provided as **Supplemental File 4**. Code used to analyze Visium data and generate figures in this article is provided in **Supplemental File 5**.

## Materials and methods

### Experimental model

The pSS mouse model *NOD.H-2b:* Strain #:002591 (RRID : IMSR_JAX:002591) and healthy controls *BALB/c; s*train #:000651 (RRID : IMSR_JAX:000651) mice were purchased from the Jackson Laboratory (Sacramento, CA, USA) and were fed ad libitum and kept under a 12-hour light/12-hour dark cycle. We have chosen *BALB/c* mice as a control mouse strain since they were more comparable to NOD.H*-2b* mice regarding their body weight and LG size (which is important for Visium experiments) than the C57BL10 mice. BALB/c mice are commonly used as healthy controls for similar mouse strain NOD/ShiLtJ and other SS mouse models for lacrimal gland studies (87–89). All experiments were performed in compliance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and the Guidelines for the Care and Use of Laboratory Animals published by the US and National Institutes of Health (NIH Publication No. 85-23, revised 1996) and were preapproved by TSRI Animal Care and Use Committee.

### Lacrimal gland histology and immunostaining

Extraorbital LGs were dissected and fixed in 10% formalin and processed for paraffin embedding in the Scripps histology core facility or by Allele Biotech at San Diego. Five μm sequential paraffin sections were deparaffinized and stained with the CD45R antibody (clone RA3-6B2, #sc-19597, Santa Cruz Biotechnologies; RRID: AB627078), also known as B220 antibody targeting B cells, or rabbit monoclonal CD3 antibody (clone SP7, #NB600-1441, Novus Biologicals; RRID: AB_789102) to visualize T cells as was described previously (90).

Briefly, endogenous peroxidase activity on rehydrated sections was blocked by treating slides with 3% hydrogen peroxide in absolute methanol for 30 mins. Antigen retrieval was performed for 40 mins using 0.01 M citrate (pH 6.0) in a humidified heated chamber. Sections were blocked with 5 g/L casein in PBS containing 0.5 g/L thimerosal (Sigma-Aldrich; cat# T5125-25G) for 30 minutes, incubated with primary antibodies, and diluted in casein buffer overnight at 4°C. CD3 and CD45R antibodies. Appropriate biotinylated secondary antibodies (Vector Labs, Burlingame, CA) were used at a 1:300 dilution. Visualization was achieved using biotin/avidin-peroxidase (Vector Labs) and Nova Red (Vector Labs). Tissue was counterstained with Gill’s hematoxylin (Fisher Scientific, San Diego, CA; CS400). To study distribution of B and T cells in the same infiltration foci two sequential 5 μm sections were stained with CD45R or CD3 and layer of CD3 labeling was overlapped with section stained with CD45R antibody using CANVAS X Draw software (Canvas).

### Focus score

Paraffin sections of LGs stained with hematoxylin and eosin were used to calculate the focus score. The immune foci were defined as mononuclear cell infiltrates containing at least 50 inflammatory cells. The number of foci was divided by the surface area (in mm^2^) of the section and multiplied by 4 to obtain the focus score/4 mm^2^. The area measurements were done with QuPath (91).

### Flow cytometry

For flow cytometry, LGs from young (7-10 week-old) males and from mature adult (28-32 week-old) *NOD.B10-H-2b* males/females were processed individually. While due to small sizes LGs of three young *BALB/c* (7-10 weeks old) males were combined to obtain enough material for flow cytometry. Similarly, LGs of young *NOD.B10-H-2b* (8-13 weeks old) females were combined (each sample contained LGs from 3 mice) to obtain sufficient number of cells for analysis. LGs were dissected, rinsed with ice-cold DPBS (# 14190-144, Gibco) and quickly minced in a dish containing 500 µL of digestion medium [DMEM/F12 (#11-330-032, Fisher Scientific), 0.5% BSA (#SH3057401, Fisher Scientific), 15 mM HEPES (#MT25060CI, Fisher Scientific), 3 mM CaCl_2_ (#501035464, Fisher Scientific), 125 U/mL collagenase IV (#C5138, Sigma), 20 U/mL DNase-I (#DN25, Sigma)]. Cell suspension was transferred into a gentleMACS C tube (#130-093-237, MACS Miltenyi) and fresh digestion medium was added up to 2 mL total. The following programs were successively used with the gentleMACS Octo Dissociator (#130-096-427, MACS Miltenyi): “37C_m_TDK_1”, “m_impTumor_02”, “15 min incubation (37° spin ±20 rpm every 10 min)”, “m_impTumor_02 for a total digestion time of 1 h”. At the end of the digestion, samples were gently triturated by pipetting up and down 15 times with a 1 mL pipet tip, cells were pelleted (300 x g, 5 min, 4°C), washed with ice-cold blocking medium [HBSS 1X, 0.5% BSA, 10 mM HEPES, 1 mM EDTA (#AM9260G, Fisher Scientific)], pelleted again (300 x g, 5 min, 4°C), and treated with the DNAse (HBSS 1X, 0.5% BSA, 10 mM HEPES, 2 mM CaCl_2_, 2 mM MgCl_2_ (#AM9530G Fisher Scientific), 200 U/mL DNase-I) for 10 min at RT. The cell suspension was then sequentially passed two times through a 3 mL syringe with needles: 18G, 22G and 25G and LG cells were filtered through the 70-µm mesh cell strainer and pelleted by centrifugation (400 x g, 5 min, 4°C). As an additional control we used spleen obtained from the same mice. Spleens were dissociated with the spleen program: “m_spleen_01” in C-tubes filled with blocking medium spleen cells were sequentially filtered through the 100-µm and 70-µm cell strainer (15-1070; 15-100; Biologix USA) and pelleted by centrifugation (400 x g, 5 min, 4°C).

Erythrocytes were removed by incubation in the RBC lysis buffer 1X (#5831-100, Biovision); 5 min incubation at RT and cells were pelleted by centrifugation (400 x g, 5 min, 4°C). Pellets were resuspended in 2 mL of FACS buffer (DPBS, 0.5% BSA, 25 mM HEPES, 1 mM EDTA) and the number of viable cells was estimated trypan blue (#1691049, Fisher Scientific, San Diego, CA) staining analyzed by the Countess 3 FL (ThermoFisher Scientific). Cells were pelleted (400 x g, 5 min, 4°C) and incubated with the anti-mouse CD16/32 (#101320, Biolegend) on ice for 5 min to block non-specific binding of immunoglobulins to the Fc receptors. Then, cells were incubated on ice for 45 min with the following antibodies: (1) CD4-FITC (#100406, Biolegend) and CD8-PE (#100707, Biolegend) or (2) CD45-FITC (#103112, Biolegend), CD3ϵ-BV605 (#100351, Biolegend) and CD19-APC (#115512, Biolegend). After antibodie(s) treatment cells were washed and resuspended with FACS buffer. A viability dye (FxCycle Violet stain, #F10347, Molecular probes by Life Technologies) and nuclear specific DRAQ5™ (#4084S, Cell Signaling Technology) were added to discriminate dead/live intact cells. Samples were analyzed at the TSRI Flow Cytometry Core Facility. The main population of live lymphocytes was determined by forward scatter (FSC) and side scatter (SSC) area gating and by dead cell exclusion. Doublets were excluded *via* FSC-Area vs Width and SSC-Area vs SSC-Width gating. Unstained and single-color controls were prepared for each experiment to determine the background noise and spleen samples were used as positive controls to gate cells of interest. Data analysis was performed using FlowJo v10 software.

### Bulk RNA sequencing and data analysis

LGs of *NOD.H-2b* and BALB/c males at 2, 4 and 6 months of age were dissected and processed for RNA isolation and RNA sequencing. Each sample corresponded to one LG obtained from one mouse and each group consisted of 3 animals. After the LG was placed in cold PBS, the capsule and surrounding tissues were removed under the microscope. The LG was washed two times in cold PBS and placed into 150 µL tissue RNA later solution (AM7020 Ambion by Invitrogen). When all LGs were collected, RNA later was removed, and each LG was transferred into 2mL bead beating tubes (cat# 19-628, OMNI, Kennesaw GA) containing 700 µL of Qiazol lysis reagent (#79306, Qiagen). The LG was disrupted using Bead Ruptor 4 (cat# 25-010, Omni) in two cycles: first at speed 5, for 40 sec and then at speed 5, for 30 sec. Between these two cycles, the tubes were placed on ice for 2 mins. RNA was isolated with the miRNeasy Mini kit (#217084, Qiagen), according to the manufacturer’s instructions.

The amount of total RNA was estimated by a Nanodrop ND-1000 spectrophotometer and checked for purity and integrity (RIN) in a Bioanalyzer-2100 device (Agilent Technologies, Inc., Santa Clara, CA). 800 ng of total RNA (RIN>8) from each sample was used to prepare RNAseq libraries using the NEBNext rRNA Depletion Kit (Human/Mouse/Rat) followed by the NEBNext Ultra II RNA Library Prep Kit for Illumina (9 cycles of PCR). Completed libraries had been sequenced (2 x 75 paired ends) using Illumina NextSeq500 to generate 50M reads for each sample.

Data was analyzed using ROSALIND^®^ software (https://rosalind.onramp.bio/), with the HyperScale architecture package developed by ROSALIND, Inc. (San Diego, CA). Reads were trimmed using cutadapt (92). Quality scores were assessed using FastQC2. Reads were mapped against the mouse Mus musculus genome reference (GRCm38 genome index for analysis was built using STAR (93). With at least 49 million reads per sample, the percentage of post-trimming reads that aligned to the reference genome for each sample was > 97%. Individual sample reads were quantified using HTseq (94) and normalized *via* Relative Log Expression (RLE) using DESeq2 R library (95). Read distribution percentages, violin plots, identity heatmaps, and sample MDS plots were generated as part of the QC step using RSeQC (95). DEseq2 was also used to calculate fold changes and p-values and perform optional covariate correction. Clustering of genes for the final heatmap of differentially expressed genes was done using the PAM (Partitioning Around Medoids) method using the fpc R library (https://cran.r-project.org/web/packages/fpc/index.html). Hypergeometric distribution was used to analyze the enrichment of pathways, gene ontology, domain structure. The topGO R library, was used to determine local similarities and dependencies between GO terms to perform Elim pruning correction. Several database sources were referenced for enrichment analysis, including Interpro (96), NCBI (97), MSigDB (98), REACTOME (99), and WikiPathways (100). Enrichment was calculated relative to a set of background genes relevant for the experiment.

### Visium spatial gene expression experiments

Optimal parameters for tissue permeabilization for the LG were determined using Visium Spatial Tissue Optimization reagents according to the manufacturer’s instructions (10x Genomics, Pleasanton, CA, USA). Visium Spatial Gene Expression was then carried out according to the manufacturer’s instructions (10x Genomics, Pleasanton, CA, USA) with the following parameters: 10μm thick sections of LG were used, hematoxylin and eosin (H&E) staining was carried out by incubating slides for one minute in isopropanol, 7 min in hematoxylin and 1min in eosin. Permeabilization was carried out for 18 min.

All Visium libraries were sequenced simultaneously on the Illumina NextSeq2000 platform, at a sequencing depth of approximately 49M read-pairs for BALB/c_1, 52M for BALB/c_2, 85M for NOD.H-2b_1 and 100M for NOD.H-2b_2. To gain more insight information, a second round of sequencing was performed for BALB/c_2 and NOD.H-2b_1, which finally reached 380M and 288M read-pairs respectively. Fastq files were processed with spaceranger-1.3.1 pipeline. Then processed data was analyzed on R studio (2021.09.1, Build 372) with Seurat (v4.0.4)

### Visium spatial gene expression analysis

Fastq files were processed with spaceranger-1.3.1 pipeline. Then, processed data were analyzed on R studio (2021.09.1, Build 372) with Seurat (v4.0). Quickly, data from the four samples were merged and normalize with SCTransform function. Then data were integrated, and Uniform Manifold Approximation and Projection (UMAP) was generated with a resolution of 0.42. Cell type marker lists were generated to identify the different clusters. For DEGs identification we used the “FindMarker” function only on deeply sequenced samples (BALB/c_2 and NOD.H-2b_1). Finally, to confirmed alteration observed with meta-analyses on bulk RNAseq, we established gene lists from ROSALIND^®^: we selected all altered genes from pathways identify by the meta-analyses. Then, expression of these pathways was assessed on Visium with the function “AddModuleScore” and values for each spot were plot on Visium section.

### Biological pathway analysis

From the list of differentially expressed genes DEGs identified by RNAseq, we used Gene Ontology database (http://geneontology.org/) to identify the altered biological pathways. To achieve this, we submitted the lists of DEGs and performed a GO enrichment analysis. Then, we selected only the top-10 of biological pathways in which we had at least 10 genes altered and the FDR inferior to 0.05. Heatmaps of significantly altered pathways were generated using www.metascape.org with a default parameter (61).

### Statistical analysis

Flow cytometry: Average values are shown as mean ± SD. To compare multiple groups, a one-way ANOVA was performed when data follow a normal distribution (Shapiro-Wilk test; p-value > 0.05). For CD4^+^ comparison, data does not follow normal distribution (Shapiro-Wilk test; p-value = 0.0363 for Young Male BALB/c), a Kruskal-Wallis test has been performed A p-value <0.05 was considered statistically significant. P-value significance: *: p <0.05; **: p <0.01; ***: p <0.001; ****: p <0.0001. All statistical analyses were performed in GraphPad Prism (v9.3.0).

Focus score: Values are shown as mean ± SD. Shapiro-Wilk test has been performed to determine that data follow normal distribution (p-value >0.05). Statistical significance between male and female has been assessed with an unpaired t-test (**: p=0.0021).

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE210332; https://www.ncbi.nlm.nih.gov/, GSE210380.

## Ethics statement

All experiments were performed in compliance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and the Guidelines for the Care and Use of Laboratory Animals published by the US and National Institutes of Health (NIH Publication No. 85-23, revised 1996) and were preapproved by TSRI Animal Care and Use Committee.

## Author contributions

OM: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Software, Validation, Writing – original draft, Writing – review and editing. VD: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Validation, Writing – original draft, Writing – review and editing. TU and CP: Methodology, Validation, Writing – review and editing. DD: Conceptualization, Funding acquisition, Methodology, Validation, Visualization, Writing – review and editing. HM: Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Project administration, Resources, Supervision, Validation, Visualization, Writing –original draft, Writing – review and editing. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the research grants from the National Institute of Health, (NIH), National Eye Institute (NEI), United States, Grant 5R01EY026202 (HPM and DAD), EY030447 (CSdeP) and National Institute of Dental and Craniofacial Research (NIDCR) grant R01DE031044 (HPM), unrestricted grant from Research to Prevent Blindness.

## Acknowledgments

We are grateful to Dr. Steven Head and Dr. Tony Mondala and the Scripps Research Institute Genomics Core Facility for performing sequencing and to Dr. Scott Henderson for scanning Visium sections.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

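Whole LGs of 18 male mice were profiled by bulk RNA-seq, with 3 mice in each group of strain (BALB/c and NOD.H-2b) and age (2M, 4M and 6M). The raw counts per Ensembl gene were made by the authors before they were deposited: ribosomal RNA was depleted, paired-end reads were trimmed with cutadapt and aligned to GRCm38 with STAR, and HTSeq counted them per gene. The log2 values in the other deposited table were made by the authors from these counts, as log2 of the count divided by 1 DESeq2 size factor per mouse, plus 1. This scale was checked by recovering the size factors from the 2 tables. The log2 values served for that check only, and all other values come from the counts. The annotation release, the strand setting and the treatment of reads with several matches are not stated in the paper's methods. Gene names and coordinates are those of GENCODE M21, which held 54079 of the 54232 genes. The file's own symbols were not used as names, since 27 of them had been turned into dates. No count was found for 21452 genes in any mouse.

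The totals per mouse ranged from 49480781 to 103936830 counts. The spread between replicates was larger than counting error, with a chi-square per gene between 17.7 and 91.1 for pairs of replicates, so the precision of a group mean is set by the 3 mice rather than by the depth. Depth limits genes at the floor of 3 counts, for which folds are given as bounds.

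The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Strains were compared at each age, and ages within each strain, on the 6 mice concerned, with TMM normalization, filterByExpr and edgeR's robust quasi-likelihood test with Benjamini-Hochberg adjustment. DEGs had an FDR under 0.05 and a fold change of at least 2. A fit of all 18 mice with 6 groups gave the strain difference averaged over the 3 ages and its change from 2M to 6M, called strain by age. Standard errors were computed from the log2 fold change and the F statistic. The shift of the median log2 fold change was tested by permuting ages within each strain, over 400 exact arrangements. Gene lists were tested with camera in limma at a preset correlation of 0.01. For single values of 3 mice against 3, two-sided exact permutation tests on log2 of CPM plus 0.1 were used, whose smallest p is 0.1. Overlap with the Reactome sets of the fgsea package was tested with the one-sided exact hypergeometric test. Leading distances used 500 genes per pair and a prior count of 2.

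The gene lists were written by hand, since the WikiPathways and Gene Ontology lists of the paper were not available. The lists for the strain difference were TYROBP, chemokine signaling, microglia phagocytosis, type II interferon, apoptosis, fatty acid biosynthesis, fatty acid beta oxidation, TCA cycle, amino acid metabolism, MHC class I, neurotransmission and the nuclear and the mitochondrial genes of the respiratory chain, and the first 9 of these were tested for strain by age. Lists for epithelial structure, B cells, T cells, plasma cells, macrophages, skeletal muscle, adipocytes, salivary gland and erythroid cells served to weigh explanations. Genes named in the text are those the paper names, the 3 genes each way with the largest mean log2 fold change among DEGs of all ages and the 3 each way with the smallest p for strain by age (both with an average log2 CPM of at least 3), and from each list the member with the largest mean log2 fold change among members called at every age in one direction. The genes the paper names for its Visium sections were added for the closing section, and 1 of them is not reported.

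The comparisons, tests, thresholds, lists, rule for named genes and alternatives were set before the data were examined, apart from the residual permutation of the shift and the alternatives for the epithelial, B cell, T cell, plasma cell and macrophage lists, Jchain and mt-Nd2 in strain by age, and the tests of explanations that the closing parts name as chosen after the result was seen, which were added after. The alternatives were other normalizations (DESeq2 size factors and the upper quartile), no filter on low counts, at least 10 counts in every sample, DESeq2's Wald test, glmTreat against a 2-fold change, 1 fit of all 18 mice or 12 mice of 2M and 6M only, the replicate number as a block, fry and camera with an estimated correlation, subtraction of the epithelial structure list, all genes in place of 500 for the distances, another background for the Reactome sets, and leaving out each mouse in turn. The replicate numbers were treated as arbitrary and the mice as unpaired.

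The steps were tested on simulated data. The test per age recovered 98% of changed genes with 2% of its calls on unchanged genes, and the strain by age test recovered 89% with 3.26% of its calls wrong. The changed genes in these simulations were few, well counted and simulated independently. In the test per age, the genes raised had a median fitted log2 fold change of 2.02. The real calls include smaller changes, low counts and correlated genes, so these shares are not their power or error rate. With a simulated change of age shared by both strains, the residual permutation gave a p under 0.05 in 8.5% of cases and the exact permutation in 0%. The Visium, flow cytometry and histology data were not analysed here, and the partition of genes around medoids was not repeated.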

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

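The tests of library depth, gene length, GC content, secretory genes, B cells, macrophages, one-strain genes, Hba-a2 and Jchain in this part were chosen only after the result was seen, as was the division of the dilution test by age.

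Strain by age was tested directly, and 1345 genes rose and 1738 fell in NOD.H-2b relative to BALB/c between 2M and 6M (FDR under 0.05 in edgeR). What raised this is the difference between the strain effects at the 2 ages. Of 100 draws of age within each strain, 1 gave as many genes, the real one, and the largest other number was 545 against 3083. With all libraries thinned to the smallest total, 2849 genes were called, 2727 of them among the 3083. With the trend on transcript length removed, 2946 were called (2843 shared), and with the trend on GC content removed, 3056 (2922 shared), although these trends reached 0.64 and 0.56 on the log2 scale. These values argue against depth, length and GC content as the whole cause. The count depended on single mice, from 639 to 1541 genes rising and from 919 to 2184 falling across the 18 fits that each left out one replicate, with the lowest counts without NOD.H-2b 6M replicate 1. Ages and strains differ in biology as well, and that explanation stays open.

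The epithelial structure list fell by 0.59 on the log2 scale in NOD.H-2b beyond BALB/c from 2M to 6M (median -0.59 over 40 genes, quartiles -0.68 and -0.47, adjusted p = 4.08e-19 with camera and 0.00074 with fry in limma). In this contrast 29 of its genes fell over all genes tested and 34 when adjusted over the list alone. BALB/c LGs express 37 of the 40 at 1 CPM or more in every mouse, and no other list shares a gene with it. With the 100 genes of most counts left out of the library sizes, the fall was -0.61, so a few secretory genes are not its whole cause. A candidate explanation is dilution of gland RNA by RNA of infiltrating cells. For the metabolic lists, the epithelial list lay at least as far below BALB/c as the metabolic genes in 6 of 9 NOD.H-2b mice. At 4M and 6M the difference of the epithelial list and the metabolic genes was -0.15 (SD 0.047, epithelial lower in 6 of 6 mice), which dilution allows. At 2M it was 0.093 (SD 0.024, 0 of 3 mice), with the epithelial list at -0.024 and the metabolic genes at -0.12, so dilution alone does not account for the lower metabolic genes at 2M. A loss of epithelial cells or a change within them stays open, as untested. The strains differ in background as well as in disease, so the values at 2M do not tie the lower metabolic genes to disease.

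The B cell list rose by 2.21 (median over 14 genes, 2.77 with 9 genes at their bound) in NOD.H-2b beyond BALB/c (adjusted p = 2.73e-05 with camera, 0.0433 with fry in limma), with 3 genes past an adjusted p of 0.05 over all genes tested and 3 when adjusted over the list alone. Of these genes 1 is in another list. Abundant genes of B cells and leukocytes rose in NOD.H-2b, such as Ighm from 59.6 to 485 CPM, Cd74 from 159 to 551 CPM and Ptprc from 66.7 to 288 CPM between 2M and 6M (means of 3 mice). The value is consistent with more infiltrating B cells in older NOD.H-2b LGs as a source of the rise of the immune lists, as a hypothesis. The T cell list rose by 0.62 (1.55 with 7 genes at their bound, adjusted p = 0.17, camera in limma). The macrophage list changed by 0.10 (quartiles -0.43 and 0.36, adjusted p = 0.915, camera in limma). Its members go both ways, and the microglia phagocytosis list, which shares 5 genes with it, rose by 0.70, so more infiltrating macrophages cannot be told apart from other sources of that rise.

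Jchain fell by 1.98 on the log2 scale in the strain by age contrast (-1.98, standard error 0.59, adjusted p = 0.0394 in edgeR), although it rose in both strains. It went from 8.93 ± 4.00 to 194 ± 72.8 CPM in BALB/c and from 110 ± 49.3 to 606 ± 68.5 CPM in NOD.H-2b between 2M and 6M (SD, n = 3). The larger relative rise in BALB/c took place by 4M, with a log2 fold change of 4.28 against 2M (standard error 0.49, adjusted p = 0.0153 in edgeR) for Jchain and 4.39 for Igha, while the B cell list rose by 0.93 over 6 genes. The plasma cell list rose by a median of 0.59. More antibody-secreting cells in older BALB/c LGs could give this, as a hypothesis. The call depends on single mice, with adjusted p up to 0.0841 when 1 mouse was left out (8 of 18 fits over 0.05, the largest without NOD.H-2b 6M replicate 1).

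mt-Nd2 fell by 0.54 on the log2 scale in NOD.H-2b beyond BALB/c (-0.54, standard error 0.18, adjusted p = 0.0486 in edgeR), from 535 to 825 CPM in BALB/c and from 353 to 374 CPM in NOD.H-2b (means of 3 mice at 2M and 6M). It overlaps mt-Tw on the same strand. The difference lost its place under the threshold in 10 of 18 fits that left out 1 mouse (adjusted p up to 0.143, without NOD.H-2b 6M replicate 1), and its adjusted p ranged from 0.0252 to 0.105 over the alternatives. No explanation was tested for this gene, and technical and biological ones stay open.

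Genes counted in one strain only were found in both directions: 7 genes had at least 1 CPM in each NOD.H-2b mouse and at most 3 counts in each BALB/c mouse (Klra17, Klra13-ps, Gm22973, Zfp990, Klra1, A730017L22Rik and Igkv1-132), and 5 had the reverse (Uox, H2-Ea-ps, Hba-a2, H2-Q1 and 6820402A03Rik), named after their values were seen. What raised these is a signal in genes outside those the paper discusses. The 5 genes were chosen by their low counts in NOD.H-2b, so their number is no test of RNA of infiltrating cells in NOD.H-2b LGs. For the 7 genes, 3 were over 2-fold higher at 6M than at 2M, and RNA of infiltrating cells and a strain difference cannot be told apart. Apart from H2-Ea-ps and H2-Q1, a strain variant against the reference cannot be told apart from a difference of expression, since counts per gene do not show the reads. These H2 genes lacked counts in NOD.H-2b, which by the paper carries the H2b haplotype, as the reference does. For H2-Ea-ps, at a mean of 15.4 CPM in BALB/c, this argues against a variant of NOD.H-2b. H2-Q1 has near-identical copies, so its counts stay uncertain. For Hba-a2, Hba-a1 and Hba-a2 together were 2.40 times as high in NOD.H-2b as in BALB/c (18.2 against 7.59 CPM). Hba-a1 alone had 18.2 CPM in NOD.H-2b and 5.64 CPM in BALB/c, where Hba-a2 had 1.94 CPM. Moving reads between the paralogs would leave their sum unchanged, so the ratio of sums cannot tell whether reads were shared.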

How the results depend on the processing

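The tests added after the results were seen in this part are the residual permutation and the alternatives for the epithelial, B cell, T cell, plasma cell and macrophage lists, Jchain and mt-Nd2.

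Among the main results, 274 values under other settings kept their direction and side of the threshold, and 30 moved, 22 weakened, 10 strengthened and 9 reversed. Of the values from fits that each left out one replicate, 688 were unchanged in this sense, 24 moved and 14 strengthened. All 514 values of single named genes kept theirs, apart from Jchain and mt-Nd2, which are counted below among the other results.

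With at least 10 counts in every sample, fewer genes are tested by construction, and there were 1196 DEGs up and 406 down at 2M, 1607 up and 536 down at 4M, 1950 up at 6M, 811 up and 225 down at all ages and 238 between 2M and 4M in BALB/c. With glmTreat, which asks for a fold change of 2 by construction, there were 1265 up and 309 down at 2M, 402 down at 4M, 499 down at 6M and 930 up and 209 down at all ages. With no filter, the age DEGs numbered 663 (4M against 2M) and 106 (6M against 4M) in BALB/c and 16 (6M against 4M) in NOD.H-2b, the respiratory chain list of mitochondrial genes was called at -0.36 (adjusted p from 0.000699 to 0.489 over its alternatives) and the apoptosis list was called by age at 0.19 (adjusted p = 0.0272, camera in limma, from 0.0272 to 0.37). With DESeq2's Wald test, 14 and 54 genes changed between 4M and 6M in BALB/c and NOD.H-2b, and 1 Reactome set was enriched among downregulated genes, while 49 to 67 sets were enriched among upregulated genes over the alternatives. In 1 fit of all 18 mice the 2 age counts were 13 and 55. With the replicate number as a block, the age DEGs of NOD.H-2b were 157 (4M against 2M) and 54 (6M against 4M). The block has no meaning in this design, where mice of the same number were not more alike (mean correlation of residuals 0.004 in 45 pairs of the same number against -0.002 in 90 others). For these the cause was not tested.

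The shift of the lower genes passed the exact permutation test with DESeq2 size factors (-0.22), with at least 10 counts (-0.20), in 12 mice of 2M and 6M (-0.26) and for genes at least 2-fold apart (-0.38, against 0.78 for the higher genes, which did not pass), with p from 0.005 to 0.07 over its alternatives. Under the residual permutation both shifts, 0.37 and -0.23, had p = 0.005, the smallest it can give, but this test was too lenient on simulated data. The exact permutation was too strict there, with 0% of p under 0.05 where a shared age change was simulated. The distances with all genes were 1.41 between strains, 0.55 within a group, 0.73 and 0.59 in BALB/c (2M to 4M and 4M to 6M) and 0.87 and 0.58 in NOD.H-2b, smaller by construction, since the most different genes no longer decide.

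With the epithelial structure list subtracted, these medians reversed: 0.022 for fatty acid biosynthesis, 0.015 for beta oxidation, 0.089 for the TCA cycle, 0.15 for amino acid metabolism and 0.15 for the nuclear genes of the respiratory chain, and by age 0.32, 0.34, 0.39 and 0.30 for the first 4, while that of the mitochondrial genes of the respiratory chain stayed below 0 (-0.048). This follows from the subtracted change. The median log2 fold change of the epithelial structure list was -0.032 at 2M, -0.38 at 4M and -0.58 at 6M. With camera at an estimated correlation, no list was called, with the medians as before: 1.94 (TYROBP), 2.79 (chemokine signaling), 2.09 (microglia phagocytosis), 2.41 (type II interferon), 0.32 (apoptosis), -0.31 (fatty acid biosynthesis), -0.32 (beta oxidation), -0.25 (TCA cycle), -0.18 (amino acid metabolism), 1.61 (MHC class I) and -0.18 (nuclear genes of the respiratory chain), and by age 0.56, 0.36, 0.70, 0.61, -0.26, -0.25, -0.19 and -0.29 for the same lists without apoptosis and the last 2. With fry, the neurotransmission (0.18) and mitochondrial respiratory chain (-0.38) lists were called, and by age TYROBP (0.56), chemokine signaling (0.36) and type II interferon (0.61) were not.

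Across the 6 fits that each left out one replicate, the DEGs ranged from 1919 to 2240 up and from 589 to 679 down at 2M, from 2575 to 2894 and from 779 to 906 at 4M, and from 3113 to 3526 and from 1007 to 1166 at 6M. Across the 18 such fits, those of all ages ranged from 1451 to 1743 up and from 373 to 409 down. The age DEGs ranged from 245 (without BALB/c 2M replicate 3) to 435 and from 2 (without BALB/c 4M replicate 3) to 27 (without BALB/c 6M replicate 3) in BALB/c, and from 290 (without NOD.H-2b 2M replicate 3) to 1254 and from 0 (without NOD.H-2b 4M replicate 3) to 97 (without NOD.H-2b 4M replicate 1) in NOD.H-2b; beside these, 2490 genes had an unadjusted p under 0.05 between 4M and 6M with all mice. Strain by age genes ranged from 639 to 1541 up and from 919 to 2184 down, with both lowest without NOD.H-2b 6M replicate 1. The shift of the lower genes ranged from -0.29 to -0.19 (11 of 18 fits passed) and that of the higher genes from 0.27 to 0.45. The mitochondrial respiratory chain list ranged from -0.45 to -0.29 (called without BALB/c 6M replicate 1) and apoptosis by age from 0.081 to 0.24 (called without NOD.H-2b 2M replicate 2 and without NOD.H-2b 6M replicate 2). The macrophage list by age ranged from -0.035 (without BALB/c 6M replicate 3) to 0.19, and was below 0 in 3 fits in all, also without BALB/c 2M replicate 1 and without NOD.H-2b 6M replicate 1. The T cell list by age ranged from 0.19 (without NOD.H-2b 2M replicate 1) to 1.22 (without NOD.H-2b 2M replicate 2, where it was called). The chemokine list by age ranged from 0.26 (without BALB/c 2M replicate 1) to 0.57 (without NOD.H-2b 2M replicate 2). It was called by camera in all 18 fits. Among the other results, 7 strengthened and 22 weakened. Depth limits the genes at the floor, and thinning to the smallest total left 4334 DEGs at 6M.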

Differences from the paper's values

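The tests in this part that were chosen only after the result was seen are those of strain by age for the macrophage list.

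No count of DEGs in the paper is apart from the value here by more than 1.5 times. The counts were 2070 up and 647 down at 2M against the paper's 2114 and 596, 2767 and 837 at 4M against the paper's 3023 and 819, 3338 and 1071 at 6M against the paper's 3748 and 1112, and 1577 and 400 at all ages against the paper's 1689 and 404. Of 136 values under the alternatives set before the data were examined, 14 were apart by more than that, all with at least 10 counts in every sample or with glmTreat.

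The paper places antigen presentation by MHC class I among downregulated pathways. The class I list had a median log2 fold change of 1.61, and the Reactome set for class I folding had 10 of 31 genes upregulated and 4 downregulated. The paper asked whether downregulated genes hold more class I genes than expected, which a median over a list does not answer. A list can be higher on the median while some members are far lower, so the median does not contradict the paper. The paper places G-protein-coupled receptor signaling there too, while 77 of 297 genes of that Reactome set were upregulated and 5 downregulated (5.38 expected). With the DEGs of DESeq2's Wald test, 1 Reactome set, the endosomal vacuolar pathway, was enriched among downregulated genes (5 of 18 genes) and also among upregulated genes (8 of 18 genes), and with edgeR none was enriched among downregulated genes, with 30 at an unadjusted p under 0.05.

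The paper lists neurotransmission as downregulated. The list was not called by camera (median 0.18, adjusted p = 0.503), and it was called lower by fry (adjusted p = 0.00702, from 0.00702 to 0.818 over its alternatives). With 1 mouse left out, its median ranged from 0.098 (without NOD.H-2b 2M replicate 2) to 0.29 (without BALB/c 2M replicate 2). Camera called it in none of these 18 fits. The paper lists amino acid metabolism as downregulated. Its median was -0.18, while its mean log2 CPM was higher in 9 of 9 NOD.H-2b mice.

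The paper describes apoptosis as rising with progression. The list was not called for strain by age (median 0.18, adjusted p = 0.0642, camera in limma). It was called with no filter on low counts (0.19, adjusted p = 0.0272, camera in limma, from 0.0272 to 0.37 over its alternatives) and in 2 of the 18 fits that each left out one replicate, without NOD.H-2b 2M replicate 2 (0.24) and without NOD.H-2b 6M replicate 2 (0.22).

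The paper relates macrophage and myeloid genes to a rise over the course of disease. The strain by age change was 0.28 for Tyrobp, 0.37 for C1qc and -0.012 for Itgax (standard errors 0.35, 0.29 and 0.47), and 0.10 for the macrophage list, none of them called. The TYROBP list rose by 0.56 (adjusted p = 4.42e-05, camera in limma; not called by fry, 0.0629), with 12 genes rising and 3 falling (adjusted p under 0.05 in edgeR). None of the alternatives run for the macrophage list called it, and the microglia phagocytosis list was called by camera and fry.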

Other observations

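The tests of strain by age, the class I genes inside and outside the H2 region counted by direction, near-identical copies and immunoglobulin genes in this part were chosen only after the result was seen.

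Other splits of the 6 mice of an age or pair of ages were compared with the real one. At 2M, 4M and 6M, 1 of 10 splits gave as many DEGs, the real one, and the same held for 1 of 10 splits for BALB/c from 2M to 4M, BALB/c from 4M to 6M and NOD.H-2b from 2M to 4M. For NOD.H-2b from 4M to 6M, 2 of 10 splits gave as many, and another gave 77. In the other 6 comparisons the largest number from another split was 0. With 10 splits the share is never under 0.1, so chance cannot be told apart by the share alone. Of 100 drawn splits, 1 gave as many DEGs common to the 3 ages, 1 gave as many Reactome sets, and 1 gave as many genes for the strain difference averaged over the ages (12527 against a largest other number of 8903). For the number of lists called, 27 of 100 draws gave as many as the 11 for the strain difference, and 16 of 100 as many as the 8 for strain by age, with medians of 6 and 4. The number of lists called by camera at the preset correlation is therefore within what regrouped mice give. A draw can leave most mice of a group together, so part of the real difference stays in it, as the 8903 genes show for the strains. These shares therefore cannot tell whether the lists would be called with no difference at all.

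Upregulated genes outnumber downregulated ones among DEGs. With all libraries thinned to the smallest total, 4334 DEGs were found at 6M (3273 up and 1061 down), and with the 100 genes of most counts left out of the library sizes 4370 (3286 up and 1084 down), against 4409. Library size and a few secretory genes are not the whole cause. The share of upregulated genes was between 73.1% and 83.4% over the settings, which all kept the threshold on the fold change. Without that threshold, 3871 genes were higher and 2966 lower at 2M, 4143 and 3402 at 4M, and 5078 and 4575 at 6M (FDR under 0.05 in edgeR). Averaged over the ages, 6206 were higher and 6321 lower, so the excess of upregulated genes depends on that threshold.

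The class I genes inside the H2 region had a median log2 fold change at 2M 1.10 above those outside it (1.86 against 0.76). This is consistent with reads of BALB/c alleles aligning less well to the reference. It is not the whole pattern, since 5 of 8 class I pathway genes outside the region were higher in NOD.H-2b and 3 were lower, and 3 genes inside it, H2-Q1, H2-Q10 and H2-Bl, were lower in NOD.H-2b (strain difference averaged over the 3 ages, adjusted p under 0.05 in edgeR), which lost BALB/c reads would not give. For these 3 genes, reads of other class I genes counted on near-identical copies cannot be told apart from a difference of expression, since counts per gene do not give the reads.

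The immune lists were higher in NOD.H-2b LGs, and the T cell list, the lower of the B and T cell lists, differed by 5.26, a value consistent with more infiltrating lymphocytes, as a hypothesis. Under fry, 3 of the 3 lymphocyte lists (B cell, T cell and plasma cell) were higher in NOD.H-2b, but only 1, the B cell list, rose with age beyond BALB/c. The plasma cell list had a median of 0.52 (7 of 10 genes at 1 CPM or more in every BALB/c mouse; adjusted p = 0.775, camera in limma, called by fry at 0.000449) and changed by -0.33 from 2M to 6M (adjusted p = 0.0655, camera in limma, called by fry at 0.00479).

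In BALB/c, 100 of the 345 genes higher at 4M than at 2M were immunoglobulin genes, 29.0% against 0.865% of genes tested, and 98 of 1061 (9.24%) in NOD.H-2b. More antibody-secreting cells in older BALB/c LGs may explain it, given the rise of Jchain by 4.28 against 0.93 for the B cell list, as a hypothesis. The plasma cell list, which holds Jchain, had a median rise of 0.59, and its mean log2 CPM went from 3.04 ± 0.22 at 2M to 4.11 ± 0.089 at 4M (SD, n = 3). BALB/c LGs express 7 of its 10 genes at 1 CPM or more in every mouse.

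NOD.H-2b 2M replicate 1 was the farthest from its mates (mean leading distance 2.47). Its salivary gland list was above the higher mate by 0.80 and above the mean of its mates by 0.95 on the log2 scale, and its adipocyte list by 0.23 and 1.03, while its skeletal muscle list was at -0.65 and -0.43. Adjacent tissue in the dissected gland cannot be told apart from other differences of this mouse, since these are few genes in 1 library. Its B cell list score was -3.22 and its T cell score -1.41 relative to the mean of its mates.

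The other lists were, for the strain difference and its change from 2M to 6M with camera in limma: epithelial structure -0.33 (adjusted p = 0.000156), skeletal muscle 1.54 (adjusted p = 0.985, 1.08 with genes at their bound) and -0.60 (adjusted p = 0.721, 0.74 with bounds), adipocyte -0.22 (adjusted p = 0.775) and -0.86 (adjusted p = 0.475), salivary gland -0.38 (adjusted p = 0.748) and -0.38 (adjusted p = 0.267), and erythroid 0.52 (adjusted p = 0.985) and -0.74 (adjusted p = 0.267, -0.70 with bounds). Strain by age, MHC class I rose by 0.53 (adjusted p = 0.000684) and neurotransmission by 0.18 (adjusted p = 0.499, camera in limma). The nuclear and mitochondrial respiratory chain genes fell by 0.20 (adjusted p = 0.000388) and 0.37 (adjusted p = 0.0101, camera in limma). Under fry none of these changes by age was called (adjusted p = 0.0766, 0.329, 0.0707 and 0.0707 in the same order, fry in limma). For the strain difference, fry called the salivary gland list lower in NOD.H-2b (adjusted p = 0.00176, fry in limma).

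Among genes the paper names for its Visium sections, averaged over the ages, Car6 had a log2 fold change of -3.15 (standard error 0.24), Ighm 5.43 (standard error 0.28), Cd3g 5.13 (standard error 0.41), and mt-Nd2 -0.80 (standard error 0.073). Cd79a was at least 30.4-fold higher at 2M in NOD.H-2b. Ighm changed by 1.76 from 2M to 6M (adjusted p = 0.0711 in edgeR).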
